# A CAG repeat threshold for therapeutics targeting somatic instability in Huntington's disease

**DOI:** 10.1093/brain/awae063

**Published:** 2024-02-22

**Authors:** Sarah G Aldous, Edward J Smith, Christian Landles, Georgina F Osborne, Maria Cañibano-Pico, Iulia M Nita, Jemima Phillips, Yongwei Zhang, Bo Jin, Marissa B Hirst, Caroline L Benn, Brian C Bond, Winfried Edelmann, Jonathan R Greene, Gillian P Bates

**Keywords:** Huntington’s disease, somatic CAG repeat instability, MSH3, genetic modifiers, pathogenic CAG repeat length

## Abstract

The Huntington's disease mutation is a CAG repeat expansion in the huntingtin gene that results in an expanded polyglutamine tract in the huntingtin protein. The CAG repeat is unstable and expansions of hundreds of CAGs have been detected in Huntington's disease post-mortem brains. The age of disease onset can be predicted partially from the length of the CAG repeat as measured in blood. Onset age is also determined by genetic modifiers, which in six cases involve variation in DNA mismatch repair pathways genes. Knocking-out specific mismatch repair genes in mouse models of Huntington's disease prevents somatic CAG repeat expansion. Taken together, these results have led to the hypothesis that somatic CAG repeat expansion in Huntington's disease brains is required for pathogenesis. Therefore, the pathogenic repeat threshold in brain is longer than (CAG)_40_, as measured in blood, and is currently unknown.

The mismatch repair gene *MSH3* has become a major focus for therapeutic development, as unlike other mismatch repair genes, nullizygosity for *MSH3* does not cause malignancies associated with mismatch repair deficiency. Potential treatments targeting *MSH3* currently under development include gene therapy, biologics and small molecules, which will be assessed for efficacy in mouse models of Huntington's disease. The zQ175 knock-in model carries a mutation of approximately (CAG)_185_ and develops early molecular and pathological phenotypes that have been extensively characterized. Therefore, we crossed the mutant huntingtin allele onto heterozygous and homozygous *Msh3* knockout backgrounds to determine the maximum benefit of targeting *Msh3* in this model.

Ablation of *Msh3* prevented somatic expansion throughout the brain and periphery, and reduction of *Msh3* by 50% decreased the rate of expansion. This had no effect on the deposition of huntingtin aggregation in the nuclei of striatal neurons, nor on the dysregulated striatal transcriptional profile. This contrasts with ablating *Msh3* in knock-in models with shorter CAG repeat expansions. Therefore, further expansion of a (CAG)_185_ repeat in striatal neurons does not accelerate the onset of molecular and neuropathological phenotypes. It is striking that highly expanded CAG repeats of a similar size in humans cause disease onset before 2 years of age, indicating that somatic CAG repeat expansion in the brain is not required for pathogenesis.

Given that the trajectory for somatic CAG expansion in the brains of Huntington's disease mutation carriers is unknown, our study underlines the importance of administering treatments targeting somatic instability as early as possible.

**See Belgrad *et al*. (https://doi.org/10.1093/brain/awae105) for a scientific commentary on this article.**

## Introduction

Huntington's disease is a heritable neurodegenerative disorder, characterized by motor dysfunctions, psychiatric changes and cognitive decline.^1^ The disease is caused by an expanded CAG repeat in exon 1 of the huntingtin gene (*HTT*), which encodes an expanded polyglutamine (polyQ) tract in the huntingtin protein (HTT). Individuals with a repeat of (CAG)_40_ or more will develop Huntington's disease in a normal lifespan, while repeats of around (CAG)_65_ or more will lead to disease onset in childhood or adolescence.^2^ The CAG repeat is unstable in both somatic and germ cells,^2,3^ and large expansions up to approximately (CAG)_1000_ have been observed in patient brains.^4^ In the presence of an expanded CAG repeat, the *HTT* pre-mRNA can be alternatively processed to generate the *HTT1a* transcript, through the activation of two cryptic polyA sites within intron 1.^5,6^ This encodes the highly aggregation prone and pathogenic HTTexon1 protein.^5,7,8^ Huntington's disease pathology is characterized by the deposition of nuclear and cytoplasmic inclusions,^9,10^ as well as synaptic and neuronal loss in the striatum and other regions of the brain.^11,12^ Nuclear huntingtin aggregation is linked to transcriptional dysregulation, a molecular phenotype observed in mouse models and post-mortem brains.^13-15^

Although the age of disease onset is inversely correlated with CAG repeat length, genetic and environmental modifiers also contribute to the variation in age of onset and disease progression.^16^ Genome-wide association studies (GWAS) have identified potential genetic modifiers, a subset of which have variants associated with genes involved in DNA damage repair pathways including *FAN1*, *MSH3*, *MLH1*, *LIG1*, *PMS1* and *PMS2*.^17-20^ That the variants affected the function of these DNA repair genes was supported by previous experiments showing that the ablation of specific mismatch repair genes (*Msh2*, *Msh3*, *Mlh1* and *Mlh3*) reduced somatic CAG repeat instability in mouse models of Huntington's disease.^21-23^ Mechanistically, it has since been shown that FAN1 nuclease activity is implicated in slowing CAG repeat expansion,^24^ that the promotion of somatic CAG instability by FAN1 is blocked in the absence of MLH1^25^ and that FAN1 controls mismatch repair assembly via MLH1 to stabilize the CAG repeat.^26,27^

It is now widely accepted that the somatic expansion of a mutant CAG repeat in brain cells is the first step in the molecular pathogenesis of Huntington's disease, followed by a second process that leads to cell dysfunction, once a CAG repeat threshold has been achieved. Therefore, it is the rate of somatic CAG repeat expansion that drives the age of onset and rate of progression of the disease, and the genetic modifiers that impact this process are potential therapeutic targets.^28,29^ Of these, MSH3, part of the MutSβ heterodimer that is thought to recognize the potential slip outs caused by the expanded CAG repeats,^30,31^ is of particular interest. Previous work has established that *Msh3* is required for somatic instability in the *Hdh*Q111 mouse model of Huntington's disease,^32^ and that variants of mouse *Msh3*^33^ and levels of *MSH3* expression in Huntington's disease patients^34^ affect somatic expansion. Importantly, for therapeutic potential, unlike other DNA mismatch repair genes, loss-of-function of MSH3 does not cause Lynch syndrome, which is associated with a high risk of colon cancer and a spectrum of other malignancies.^35,36^

The design of mouse trials for the target validation of MSH3 and for the preclinical testing of novel MSH3 targeting therapeutics is not straightforward. Ideally, the chosen model will develop robust phenotypes within a timescale amenable to the administration and durability of the potential therapeutic agents. However, such a model is likely to have been created with a highly expanded CAG repeat that would cause childhood onset of the disease in humans, and therefore, does not model the CAG repeat expansion process that occurs in the adult-onset disease. The zQ175 knock-in mouse of Huntington's disease is an attractive candidate as it is well characterized^7,37,38^ and has been used for HTT lowering approaches.^39^ However, the mutant allele in zQ175 generally has approximately (CAG)_190_. To test whether the prevention of somatic CAG repeat expansion could result in measurable improvements in zQ175 mice, we crossed the mutant *Htt* allele onto heterozygous and homozygous *Msh3* knockout backgrounds. Although, in the absence of *Msh3*, the pronounced somatic CAG repeat instability in the striatum was prevented, there was no improvement in striatal transcription dysregulation, as measured by RNA-seq, nor was there a decrease in striatal HTT aggregation. These data point to a CAG repeat threshold above which the rate of disease pathogenesis does not increase, and at which the prevention of somatic CAG repeat expansion will have no beneficial consequences. The trajectory for CAG repeat-expansion in the human brain is not known and this work further underlines the importance of developing treatments that can be given to Huntington's disease mutation carriers as early as possible.

## Materials and methods

### Ethics statement

All procedures were performed in accordance with the Animals (Scientific Procedures) Act, 1986, and approved by the University College London Ethical Review Process Committee.

### Generation of *Msh3* knockout mice

*Msh3* knockout mice were generated by CRISPR technology.^40^ In brief, guide RNAs (gRNAs) targeting exon 3 of mouse *Msh3*: Msh3 gRNA 51/57 (targeting sequence: TCTGCAACGTGCAAAGAATGCGG) and exon 8, Msh3 gRNA 89/69 (targeting sequence: GTTGGCACAGACAGGTCGGAGGG) were designed by Benchling online software and generated by *in vitro* transcription. 

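The 2 targeting sequences were matched to the GENCODE M21 transcripts of mouse Msh3, with positions on GRCm38. Msh3 (ENSMUSG00000014850) lies on the minus strand of chromosome 13, from 92211872 to 92355003. A coding transcript of the gene has 24 exons and 3946 bases. The sequence of Msh3 gRNA 51/57 lies within coding exon 3, from 92351269 to 92351291, on the strand of the gene, and ends in the protospacer adjacent motif CGG. The sequence of Msh3 gRNA 89/69 lies within coding exon 8, from 92342279 to 92342301, on the opposite strand, and ends in the motif GGG. Cas9 cuts its target 3 bases before the motif. The mRNA around the first site reads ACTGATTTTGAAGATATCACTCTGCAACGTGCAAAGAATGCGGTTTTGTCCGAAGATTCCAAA, and around the second site, where the guide matches the other strand, it reads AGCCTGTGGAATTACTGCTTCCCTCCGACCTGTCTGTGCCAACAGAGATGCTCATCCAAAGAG. Between the 2 predicted cut sites lie 8979 bases of genomic DNA, which hold 731 bases of the mRNA. Division of 731 by 3 leaves a remainder of 2, so joining the predicted cut sites would shift the reading frame. The bases outside the cut sites make up 81.5% of the mRNA. The junction carried by the mice was not analysed here.

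**Figure D1:**
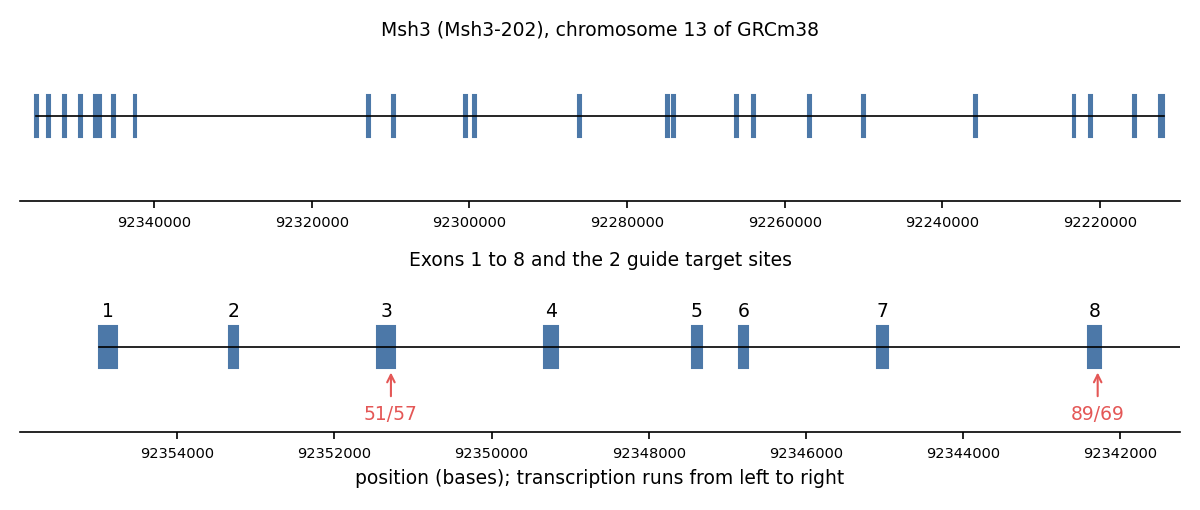
Exons of Msh3 on chromosome 13 of GRCm38, drawn as boxes in the direction of transcription from left to right, for the whole coding transcript (top, exon widths enlarged to be visible) and for exons 1 to 8 (bottom, to scale). The horizontal axes give the position in bases, and the arrows mark the targeting sequences of gRNAs 51/57 in exon 3 and 89/69 in exon 8.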

Fertilized eggs from C57BL/6J mice were injected with the two gRNAs (Msh3 gRNA 51/57 and Msh3 gRNA 89/69) and Cas9 protein (PNA BIO INC) and transferred to pseudopregnant CD1 female mice. *Msh3*^+/−^ founders (F0) mice were backcrossed to C57BL/6J (Charles River) mice and maintained on C57BL/6J background (Charles River).

### Animal colony breeding and maintenance

zQ175 mice on a C57BL/6J background were obtained from the CHDI Foundation colony at the Jackson Laboratory. zQ175 males were bred to *Msh3*^+/−^ females to generate zQ175:*Msh3*^+/−^ males that were then bred to *Msh3*^+/−^ females to generate the six required genotypes as littermates and aged to 6 months. The mean and standard deviation of the CAG repeat sizes were zQ175 186 ± 2.3, zQ175:*Msh3^+/−^* 185 ± 2.4 and zQ175:*Msh3*^−/−^ 182 ± 2.0. A second smaller generation was bred and aged to 3 months, with CAG sizes zQ175 185 ± 3.2, zQ175:*Msh3^+/−^* 183 ± 2.6 and zQ175:*Msh3*^−/−^ 190 ± 6.0. The CAG repeat size for the 2-month-old zQ175 mice for homogeneous time-resolved fluorescence (HTRF) was 192 ± 6.4.

Mouse husbandry and health monitoring were carried out as previously described.^41^ Mice were group-housed by gender, with mixed genotypes per cages. Animals were kept in individually ventilated cages with Aspen Chips 4 Premium bedding (Datesand) and environmental enrichment through access to chew sticks and a play tunnel (Datesand). All mice had constant access to water and food (Teklad global 18% protein diet, Envigo). Temperature was regulated at 21 ± 1°C and mice were kept on a 12 h light/dark cycle. The facility was barrier-maintained and quarterly non-sacrificial FELASA (Federation of European Laboratory Animal Science Associations) screens found no evidence of pathogens. Tissues were harvested, snap frozen in liquid nitrogen and stored at −80°C. Mice were transcardially perfused with 4% paraformaldehyde, as previously described.^7^

### Real-time quantitative PCR for *Msh3* transcripts

RNA was isolated and real-time quantitative PCR (qPCR) was performed, as previously described.^42^ TaqMan assays to the deleted *Msh3* region (Thermo, Mm00487756_m1) and outside the deleted region (Thermo, Mm01290051_m1) were used, and to housekeeping genes for *Atp5b* and *Eif4α2*, as previously described.^42^

### Genotyping and CAG repeat sizing

Genomic DNA isolation from ear biopsies or from frozen brain regions and peripheral tissues was carried out as previously described.^43^ DNA from ear biopsies was diluted to 50 ng/μl. The DNA concentration from brain regions and peripheral tissues was variable but within the range of 100–300 ng/μl.

Genotyping PCRs for zQ175 mice were performed as previously described.^43^ The *Msh3* PCR was carried out in 10 μl reactions using DreamTaq Buffer (Thermo). The *Msh^−/−^* knockout allele was amplified with primers Msh3 51 SF (5′-GAATTGTCCTAGTGAAGCCAAAA-3′) and Msh3 89SR (5′-CTTGGGAGGAAAAGCAGATG-3′) generating a product of 501 bp. The wild-type allele was amplified with primers Msh3 51 SF and Msh3 51 SR (5′-AACCAACTACTCTCCCCCAAA-3′) generating a 479 bp product. Primers were at 5 pmol/μl and cycling conditions were 2.5 min at 95°C, 32 × (20 s at 95°C, 30 s at 56°C, 1 min at 72°C), 6 min at 72°C.

CAG repeat sizing for ear biopsy DNA was carried out as previously described and for somatic instability analysis of DNA from tissue samples, reaction volumes were scaled to 25 μl.^43^ The PCR product was denatured in HiDi Formamide (Thermo Fisher Scientific) and run in triplicate on ABI3730XL Genetic Analyser with MapMarker ROX 1000 (Bioventures) internal size standards and analysed using GeneMapper v6 software (Thermo Fisher Scientific). The tissue-wide analysis of mode and instability index was analysed as described,^27,44^ using a custom R script.^27^ A more detailed statistical analysis of striatal samples was run using JMP®, v17 (SAS Institute Inc., Cary, NC).

### Western blotting

Cortex was lysed on ice in KCL buffer [50 mM Tris pH 8.0, 10% Glycerol, 150 mM KCL, 5 mM EDTA, with 1 mM phenylmethylsulphonyl fluoride and cOmplete protease inhibitor cocktail tablets (Roche)]. Tissue homogenization and western blotting was performed with 50 μg of total protein, as previously described.^15^ Membranes were incubated overnight with gentle agitation at 4°C with the MSH3 antibody [Merck MSH3MAB(1F6)] in 5% milk PSB-T (PBS + 0.1% Tween-20). Tubulin was detected by incubating for 1 h at room temperature in 5% Milk-PBST (Marvel) with an α-tubulin antibody (Sigma T9026) at a 1:40 000 dilution.

### Tissue lysis and QuantiGene assays

The lysis of tissue samples and the QuantiGene multiplex assays were carried out as previously described,^42^ with 1:2 dilutions for each brain region. All QuantiGene probe sets are available from Thermo Fisher Scientific and the individual accession numbers and probe set regions are summarized in Supplementary Fig. 1 and Supplementary Tables 1 and 2. The sequences for the capture extenders, label extenders and blocking probes are available from Thermo Fisher Scientific on request. Data analysis was performed by normalizing raw MFI signals obtained to the geometric mean of the housekeeping gene signals.

### Homogeneous time-resolved fluorescence

HTRF was performed as previously described,^7^ using *n* = 8/genotype/age with an equal ratio of males to females. The antibody pairings and concentrations for the soluble HTTexon1 assay were donor: 2B7-Tb, 1 ng and acceptor: MW8-d2, 40 ng. For the aggregated HTTexon1 assay the antibody pairings were donor: 4C9-Tb, 1 ng and acceptor: MW8-d2, 10 ng. The donor and acceptor antibodies were added in 5 μl HTRF detection buffer (50 mM NaH_2_PO_4_, 0.2 M KF, 0.1% bovine serum albumin, 0.05% Tween-20) to give the optimized antibody concentration when added to 10 μl of a 10% lysate concentration in a 384-well ProxiPlate (Greiner Bio-One). Following incubation for 3 h on an orbital shaker (250 rpm), plates were read using an EnVision (Perkin Elmer) plate reader, as previously described.^43^

### Immunohistochemistry

The immunostaining and imaging of coronal sections using S830 was carried out as previously outlined.^7^ Sections from 3- and 6-month-old mice were stained and imaged separately, but the four genotypes for each age were processed together.

To perform an analysis of aggregation throughout the striatum, four images per striatum across five hemispheres/sections were captured (20 images in total). Images were obtained using a Zeiss AxioSkop2 Plus microscope fitted with a Zeiss AxioCam 208 colour camera and were recorded using Zeiss ZEN 3.2 (blue edition). For quantification and thresholding, images were converted to 8-bit in ImageJ and a signal intensity level was chosen to indicate staining above background. Signals were segmented based on pixel intensity and the number of positive pixels in contact with each other. A gate of 80 pixels was applied to all signals over 190 to identify S830 positive objects. Inclusions were identified by applying a gate of two pixels and a signal of 150, the vast majority of which would be nuclear inclusions. The average area of each object and the percentage of the image that contained S830 immunostaining was recorded.

### RNA sequencing

Tissues were homogenized in QIAzol® lysis reagent (Qiagen) and RNA was extracted from the same set of samples as used for somatic instability. Total RNA isolation was performed as outlined^42^ using the RNeasy mini kit (Qiagen). RNA concentration (Thermo, Q32855), integrity and quality (Thermo, Q33222) were measured using a Qubit Fluorometer (Themo Fisher Scientific Q33238). RNA sequencing and analysis was then performed, as previously described.^45^ RNA was converted into cDNA, indexed and libraries sequenced on the Illumina NovaSeq 6000 system to generate 30 million paired-end reads. Differential expression tests were performed in R using DESeq2^46^ with independent filtering disabled, and a significance threshold of an adjusted *P* < 0.05 after multiple-test correction and fold changes of at least 20% in either direction. Analysis of RNA-seq data comparing zQ175 with wild-type to generate the ‘HD signature’ lists of transcriptionally dysregulation genes was also based on the same significance criteria. The posterior probabilities-based method^45^ was used to quantify the probability that *Msh3* knockout out restored transcriptional dysregulation, either partially or fully, on a gene-by-gene basis. This was done by viewing the effect of *Msh3* genotype as a multiple of the Huntington’s disease (HD) model signature (in log2). If α < 0, then the disease effect is reversed by *Msh3* knockout, if α > 0, the disease effect is exacerbated by loss of *Msh3*. The thresholds for each type of reversal class were as previously calculated^45^ and were as follows: super-reversal: α < −1.3; full reversal: −1.3 < α < −0.7; partial reversal: −0.7 < α < −0.3; negligible reversal: −0.3 < α < 0.3; and exacerbation: α > 0.3. The genes were then scored for normalization based on the overall reversal probability. The ‘HD signature’ dysregulated gene list was tested for gene set over-representation against the GOBP (gene ontology biological process)^47^ version 18.9.29 using the enricher function within the R clusterProfiler^48^ package. A clusterProfiler *q* < 0.05 was deemed significant.

### Statistical analysis

Data were screened for outliers at sample level using the ROUT test (Q = 10%; GraphPad Prism v9) and outliers were removed from the analysis. All datasets were tested for a normal Gaussian distribution (Shapiro-wilk, Prism v9). Statistical analysis was by one-way ANOVA, two-way ANOVA or mixed-effects model (REML) with either Tukey's or Bonferroni *post hoc* tests. Non-parametric analysis was performed by the Kruskal-Wallis test with Dunn's *post hoc* analysis. Graphs were prepared using Prism v9 (GraphPad Software, California, USA). *P*-values <0.05 were considered statistically significant. Principal component analysis (PCA) of the summary statistics for the CAG repeat profiles of the striatal and ear tissue was performed. The standard least squares model with effect leverage was conducted with ear trace data included as a covariate. Data for variance were log transformed and graphs prepared using JMP® v17 (SAS Institute Inc., Cary, NC).

## Results

An *Msh3* knockout mouse line was generated using CRISPR Cas9 editing,^40^ targeting exons 3–8 as shown in Fig. 1A. A colony was established on a C57BL/6J background and mice were bred to homozygosity. The level of *Msh3* mRNA in cortical lysates was shown to have decreased by 50% in heterozygous (*Msh3*^+/−^) and to have been ablated in homozygous (*Msh3*^−^*^/^*^−^) knockout mice by real-time quantitative PCR (Fig. 1B). MSH3 protein levels were determined in cortical lysates by western blotting and similarly showed that MSH3 had been reduced to at least 50% in *Msh3*^+/−^ heterozygotes and could not be detected in the *Msh3*^−/−^ homozygotes (Fig. 1C). To determine the effects of MSH3 reduction and MSH3 ablation in zQ175 mice, zQ175 males were bred to *Msh3^+/^*^−^ females to generate zQ175 males that were heterozygous for *Msh3* knockout. These were then bred to *Msh3^+/^*^−^ females to generate all six genotypes of interest as littermates in a single generation (Fig. 1D).

**Figure 1:**
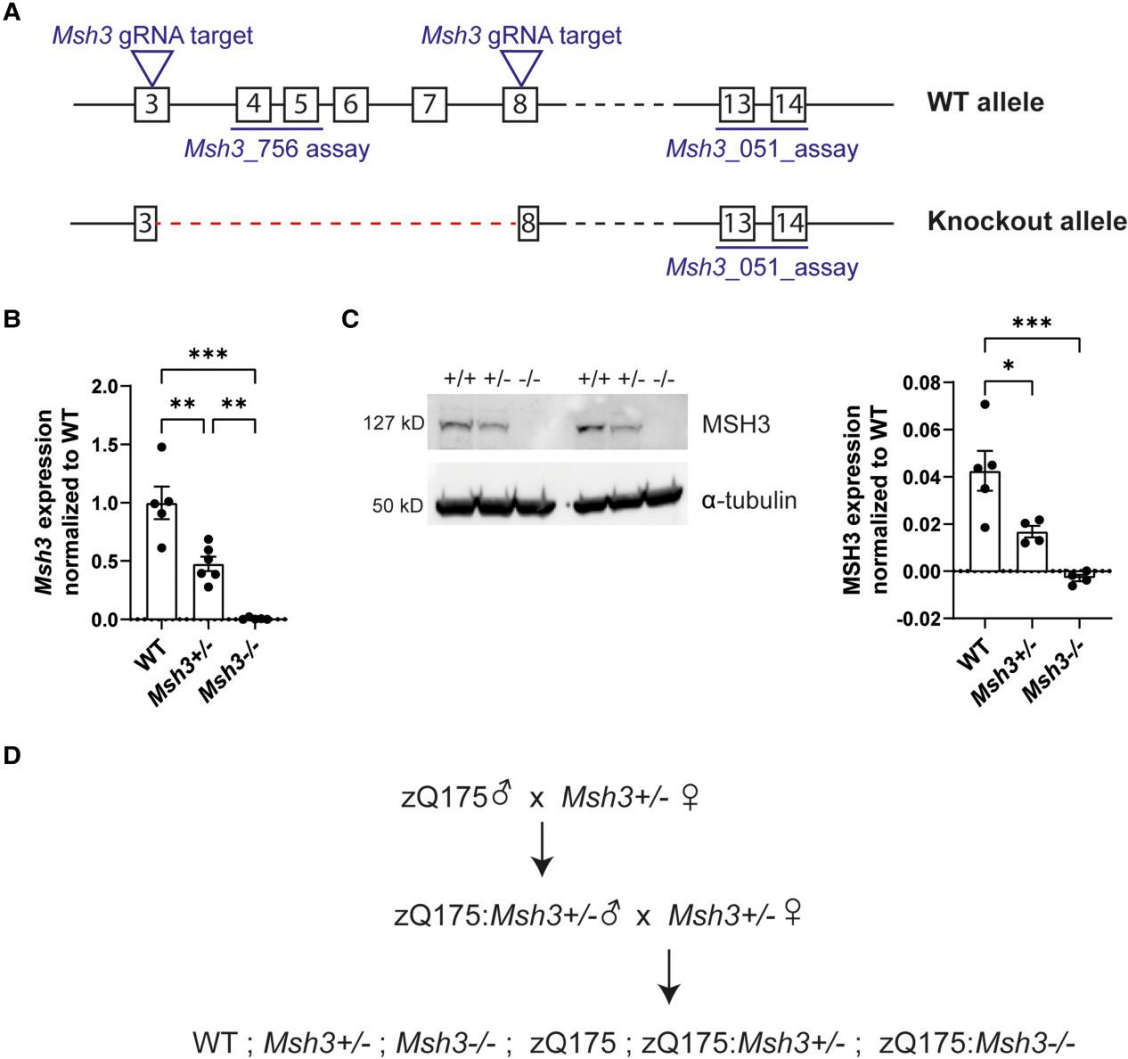
**Characterization of the *Msh3* knockout line.** (**A**) *Msh3* knockout allele generation by CRISPR/Cas9 showing the position of guide RNAs (gRNA) targeting *Msh3* exons 3 and 8 and the position of the quantitative PCR assays. (**B**) Expression of the *Msh3* mRNA was confirmed, using a quantitative PCR assay with primers in the deleted region (*Msh3*_756), in the cortex of heterozygous *Msh3*^+/−^ and homozygous *Msh3*^−/−^ mice at 8 weeks of age (*n*= 5/genotype). (**C**) Western blotting with an MSH3 antibody showed that MSH3 levels were decreased in *Msh3*^+/−^ heterozygotes and absent in *Msh3*^−/−^ homozygotes. MSH3 levels were quantified by normalizing to α-tubulin (*n* = 5/wild-type, *n* = 4/*Msh3*^+/−^ and *Msh3*^−/−^). (**D**) Schematic of the genetic cross performed to generate the six experimental genotypes as littermates. One-way ANOVA with Tukey's *post hoc* test. Error bars = standard error of the mean (SEM). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. The test statistic, degrees of freedom and *P-*values are summarized in Supplementary Table 3. Full-length blots are shown in Supplementary Fig. 5. WT = wild-type.

### Loss of *Msh3* prevents somatic CAG repeat instability in zQ175 mice

We first investigated the extent of somatic CAG repeat instability in 10 CNS regions and several peripheral tissues from zQ175 mice at 6 months of age (*n* = 8). The GeneMapper CAG repeat profiles for the brain regions and tissues for each mouse were compared to that obtained from the ear sample taken at post-natal Day 12 (P12) (Fig. 2). Within the CNS, instability was most pronounced in the striatum, brainstem, colliculus, thalamus, hypothalamus and spinal cord, consistent with that observed in other mouse models.^49^ In the periphery, instability was extensive in the liver as expected,^23,33,49^ but absent from the heart. Unexpectedly, CAG repeat contraction had led to a reduction in the CAG repeat length mode in the pituitary. Examination of the traces for zQ175:*Msh3*^−/−^ mice showed that nullizygosity for *Msh3* prevented CAG repeat expansion and that the repeat contractions had resulted in a decrease in the mode in most brain regions and peripheral tissues (Fig. 2). Heterozygosity for *Msh3* in zQ175:*Msh3*^+/−^ mice caused in a reduction in the extent of repeat expansion (Fig. 2).

**Figure 2:**
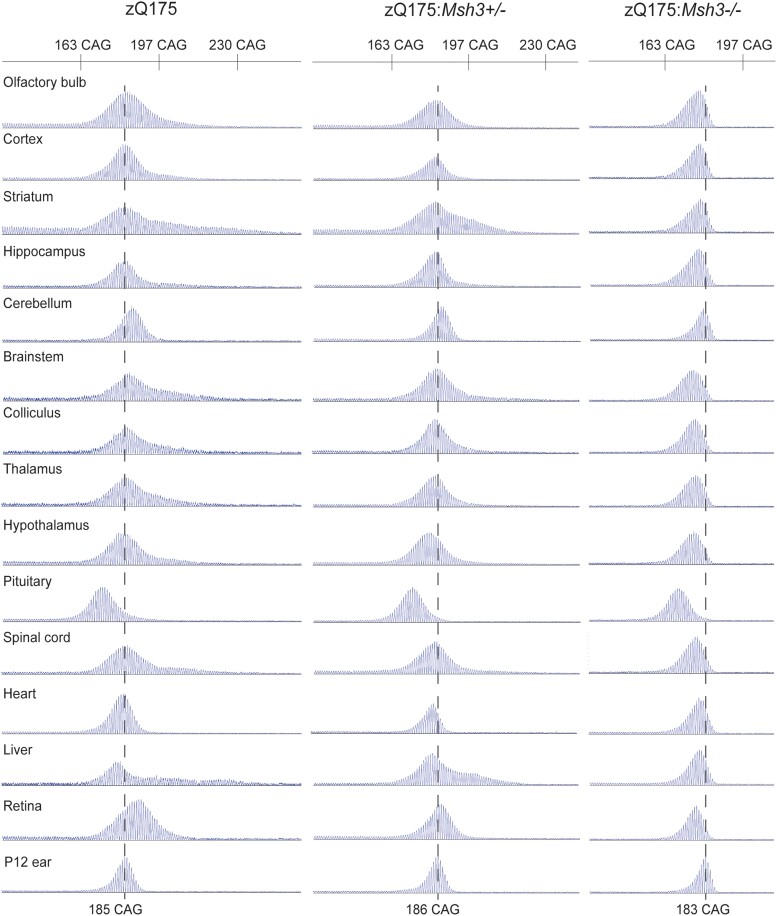
**CAG repeat instability in zQ175 mice is dependent on *Msh3* expression.** Representative GeneMapper traces of CAG repeat profiles for brain regions and peripheral tissues from mice at 6 months of age (*n* = 8/genotype). The modal CAG repeat length in ear samples at 12 days of age (P12) for zQ175 mice was 186 ± 2.3, for the zQ175:*Msh3^+/^*^−^ mice was 185 ± 2.4 and for zQ175:*Msh3*^−/−^ mice was 182 ± 2.0. The representative traces are from the same mouse for each genotype with the CAG repeat mode at P12 indicated by the dashed line. Somatic instability in 6-month-old zQ175 mice was most pronounced in the striatum, brainstem, spinal cord and liver, and the repeat had contracted in the pituitary. Somatic CAG expansion was prevented in zQ175 mice in which *Msh3* was absent, and contractions had led to a reduction in the CAG repeat mode. Heterozygosity for *Msh3* led to a decrease in the extent of repeat expansion.

The instability index quantifies the change in CAG repeat length profiles between samples.^44^ This was calculated for each brain region and peripheral tissue for every mouse by comparing its CAG repeat trace with that of the P12 ear sample (*n* = 8/genotype). Plotting the change in the mean instability index for each tissue demonstrated the highly significant, stepwise reduction in CAG repeat instability with loss of MSH3 (Fig. 3A). In many of the brain regions and tissues, e.g. olfactory bulb, colliculus thalamus and retina, the level of instability in zQ175:*Msh3*^+/−^ mice was decreased to ∼50% of the reduction observed in the zQ175*Msh*3^−/−^ mice. In some brain regions, e.g. striatum, the decrease in instability index between zQ175 and zQ175:*Msh3*^+/−^ mice was less pronounced than between zQ175:*Msh3*^+/−^ and zQ175:*Msh3*^−/−^ mice.

**Figure 3:**
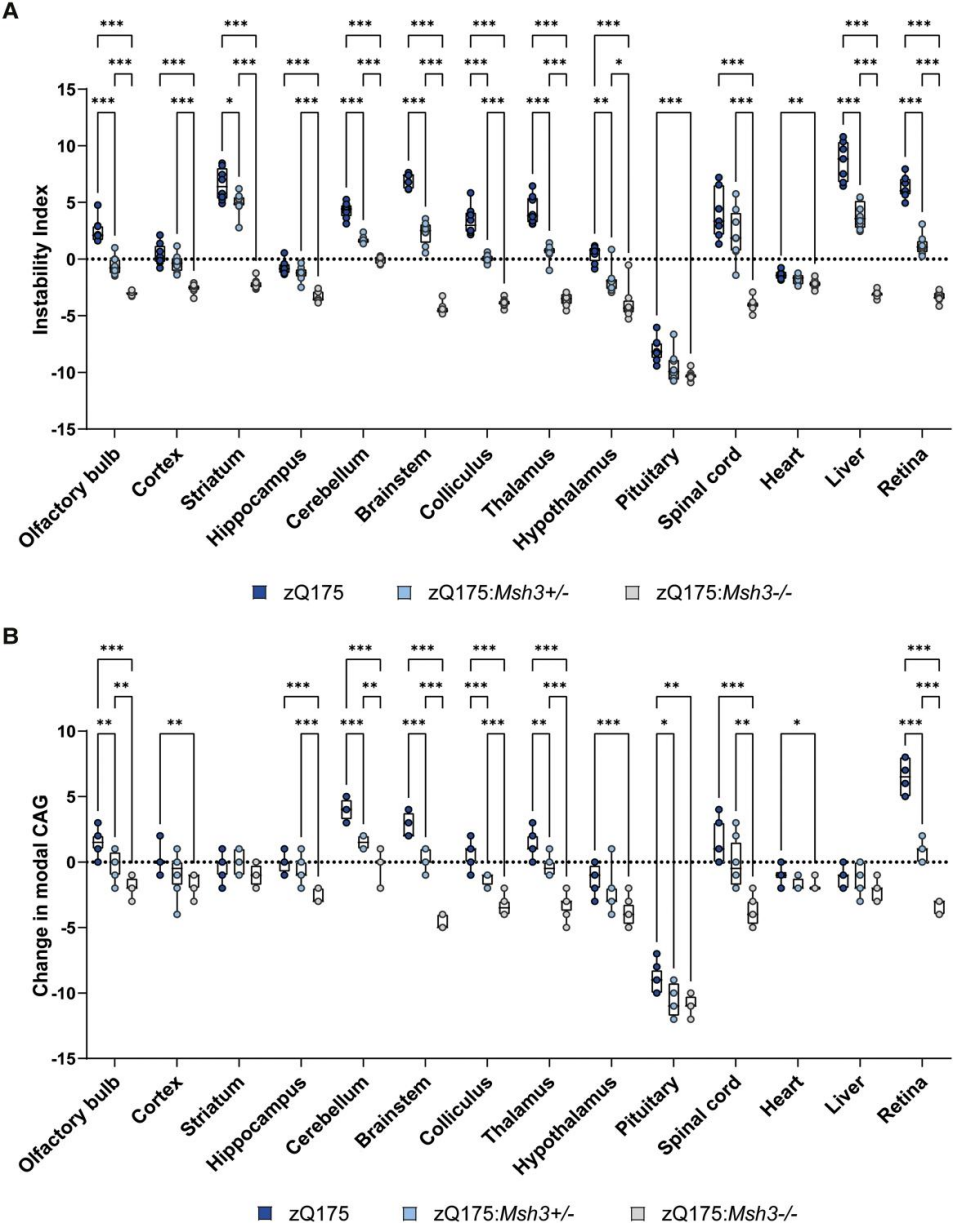
**Tissue-specific changes in the instability index and CAG repeat mode of the of the CAG repeat profiles in zQ175, zQ175*:Msh3*^+/−^ and zQ175:*Msh3*^−/−^ mice**. (**A**) Instability index quantified for the GeneMapper traces for each brain region and tissue normalized to P12 ear sample for each genotype. (**A**) Stepwise reduction in the instability index was observed for each brain region/tissue with the reduction and loss in *Msh3* expression. (**B**) Quantification of the change in mode from the P12 ear sample. Modal CAG was reduced with *Msh3* genotype, in all regions apart from striatum, heart and liver*. n* = 8/genotype, 2–3 technical replicates for each mouse. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. Box and whisker plots represent median and 25th and 75th percentiles with bars drawn from minimum to maximum. Statistical analysis was mixed-effects model (REML), with Tukey's correction for multiple comparisons. The test statistic, degrees of freedom and *P-*values are summarized in Supplementary Table 4.

The change in mode CAG repeat length between each brain region and tissue at 6 months of age as compared to the P12 ear sample was also calculated for each mouse (*n* = 8/genotype). The average mode CAG length changed little with age in most brain regions and tissues for zQ175 mice, exceptions being the cerebellum, brainstem, pituitary and retina (Fig. 3B). However, there was a reduction in the average mode CAG length in the zQ175:*Msh3*^−/−^ mice in most brain regions and tissues (Fig. 3B).

As the most somatically unstable region, we set out to analyse the striatal traces in more detail using summary statistics in a multivariate analysis. The PCA investigated correlations between a set of summary statistics of CAG repeat profiles and found new independent trends (Fig. 4A). The first two components explained 77.3% of the total variation, with the first component explaining 62.2% alone. The first component in the scores plot separated the striatum for the zQ175:*Msh3*^+/−^ and zQ175:*Msh3*^−/−^ mice from the ear tissues of all three genotypes and the striatum of the zQ175 mice. To a lesser degree the second component separated the ear tissue from the striatum of the zQ175 mice. The loadings plot in Fig. 4B represents the summary statistics and the relationship between them. The summary statistics related to location (mean/median/mode) and variation [log variance/log interquartile range (IQR)] along with skewness, instability and expansion, were all closely correlated in the first component, with contraction and kurtosis negatively correlated in the second component. The information from both the scores and loadings plots confirmed the difference seen visually with the traces in Fig. 2, and that these can be attributed to specific summary statistic differences.

**Figure 4:**
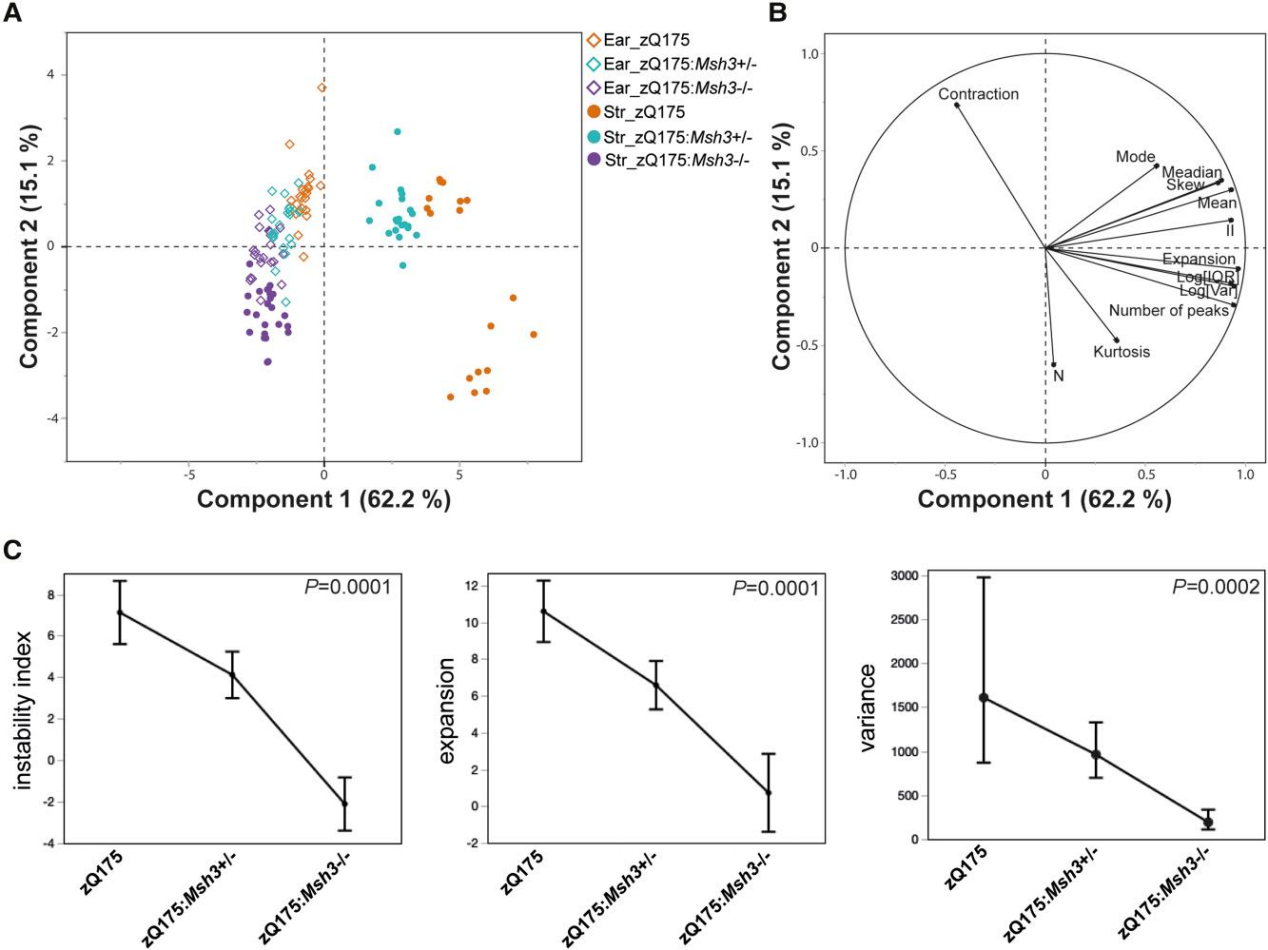
**Statistical analysis of the effect of heterozygosity and homozygosity for *Msh3* knockout on somatic CAG repeat instability in the striatum**. (**A** and **B**) Scores and loading plots from the principal component analysis of all summary statistics using ear and striatal data. The plots indicate the statistical variables contributing to the differences seen between genotypes: contraction, mode, median, skew, mean, expansion. II = instability index; log(IQR) = log interquartile range; log(var) = log variance, kurtosis; *n* = sum of peak heights. (**C**) Least squares means plots of instability index, expansion and variance summary statistics showing means (geometric means for variance) adjusted for ear and 95% confidence intervals for striatum across genotype. These data again confirm the significant effect of *Msh3* genotype on instability, expansion and variation. *P*-value of effect test (genotype) shown.

We also analysed specific variables of the striatal traces in more detail; instability index, expansion and variation (Fig. 4C). The instability index as calculated in Fig. 3A is normalized to the ear as a control, however due to the genetic nature of the intervention, these ear samples were also affected by the genotype, as visible in the zQ175:*Msh3*^−/−^ ear trace in Fig. 2. We reasoned that instability normalized to the ear trace, whilst a good indication of expansion, may not be the most accurate, as the resulting ratio could have an inflated variability. Therefore, we used a standard least squares model and included the ear data of each variable, as a co-variate. This analysis of covariance (ANCOVA) approach enabled us to ensure that any difference detected indicated a true effect of the genotype on the striatum, over and above the non-specific effect. These results again demonstrated a clear effect of genotype on the instability index, expansion and variation of the striatal traces, confirming the effect of *Msh3* genotype on instability and other statistical variables that characterize the traces seen in Fig. 2.

### The absence of MSH3 had no effect on transcriptional dysregulation in the striatum of zQ175 mice

Transcriptional dysregulation is a molecular phenotype that has been well characterized in Huntington's disease post-mortem brains and mouse models.^14,50^ This is particularly the case for the striatal transcriptome of an allelic series of knock-in mice^13^ for which a robust disease signature has been established.^51^ Therefore, we performed RNA-seq on striata from wild-type, zQ175, *Msh3*^−/−^ and zQ175:*Msh3*^−/−^ mice to investigate the effect of *Msh3* ablation on the striatal transcriptome of zQ175 mice at 6 months of age.

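The RNA-seq data cover the striata of 32 mice at 6 months of age, 8 of each genotype. There were 4 males and 4 females in each group apart from zQ175:Msh3-/-, which had 5 males and 3 females. zQ175 mice carry an expanded CAG repeat in the endogenous mouse Htt gene. The authors deposited the number of reads counted on each of 54532 genes in each mouse, without normalization, and a second table of length-normalized values for the same mice. Every column of the second table sums to 1000000, so its values are on the TPM scale. Of the gene identifiers, 54495 are in GENCODE M21. Between 12359347 and 25030335 reads per mouse were counted on genes, with a median of 17957804.5 in wild-type, 17593185 in Msh3-/-, 15903741 in zQ175 and 16225613.5 in zQ175:Msh3-/- mice. These are fewer than the reads stated in the paper's methods, and the reads not in the deposited counts were not analysed here. At the lowest depth, a share of 2.43e-05% of the counts corresponds to 3 reads. The 10 most abundant genes took between 6.00% and 7.68% of the counts of a mouse. In TMM-normalized counts per 1000000 counts (CPM), Xist was at 701 CPM or more in every female and at 11.8 or less in every male, and Ddx3y was at 59.4 CPM or more in every male and at 1.08 or less in every female. Counts of mice of one genotype differed by more than sampling noise in every pair, with a chi-square per degree of freedom of at least 4.21, and each mouse was counted as 1 replicate. Counts were tested by edgeR's quasi-likelihood test with TMM normalization in one model of the 4 genotypes, over the 16610 genes that passed edgeR's filter on low counts. Benjamini-Hochberg adjusted p-values under 0.05 and a fold change of at least 1.2 in either direction were required, as in the paper's methods. The paper's own tool, DESeq2, was run as an alternative. Values per gene are CPM, as mean ± SD of 8 mice. The strand setting of the counting is not named in the paper's text, so reads of overlapping and antisense genes may be shared.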

We began by comparing the expression levels of striatal genes between zQ175 and wild-type mice. 

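Between zQ175 and wild-type striata, 1925 genes passed both thresholds, of which 781 were higher and 1144 lower in zQ175. An adjusted p-value under 0.05 alone was reached by 4398 genes, and an unadjusted p-value under 0.05 by 6063 genes, where chance alone gives 830.5. Sfmbt2 and A830036E02Rik were among the raised genes with the smallest adjusted p-values. Sfmbt2 (ENSMUSG00000061186, chromosome 2, from 10370510 to 10595253) rose from 2.65 ± 0.491 to 8.07 ± 1.19 CPM (SD, n = 8), a log2 fold change of 1.59 (standard error 0.0999, adjusted p = 6.74e-15 from edgeR's quasi-likelihood test), with 1 wild-type mouse at 3.78 above the range of 2.27 to 2.83 of the others. The log2 fold change of A830036E02Rik was 0.94. The 3 lowered genes with the smallest adjusted p-values were Ddit4l, Penk and Scn4b. Ddit4l (ENSMUSG00000046818, chromosome 3, from 137621612 to 137628333) had 23.9 ± 3.46 CPM in wild-type and 5.64 ± 0.531 in zQ175 mice (SD, n = 8), a log2 fold change of -2.08 (standard error 0.0816, adjusted p = 2.41e-20 from the same test). For each of these 5 genes, every zQ175 mouse lay on one side of every wild-type mouse, with an exact two-sided permutation p of 0.000155, the smallest that 8 mice against 8 allow. Among the alternatives, the count moved most in proportion when a fold change of at least 1.5 was required, which 538 genes reached. With the deposited TPM values and limma on the log2(TPM + 0.1) scale, 2196 genes passed, and the balance of directions differed, with 59.9% of them higher in zQ175 against 40.6% from the counts. The TPM values were used without TMM normalization.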

The extent of transcriptional dysregulation is illustrated in the volcano plot (Fig. 5A). This zQ175 signature correlated with those previously obtained for the striata from the zQ175, Q140 and *Hdh*Q111 knock-in mouse models at 6 and 10 months of age (Supplementary Fig. 2A).^13^ Similarly, the gene set over-representation of the 2486 dysregulated genes allocated to GOBP confirmed that the transcriptional dysregulation in the zQ715 mice was consistent with that previously reported (Supplementary Fig. 2B).^45^

**Figure 5:**
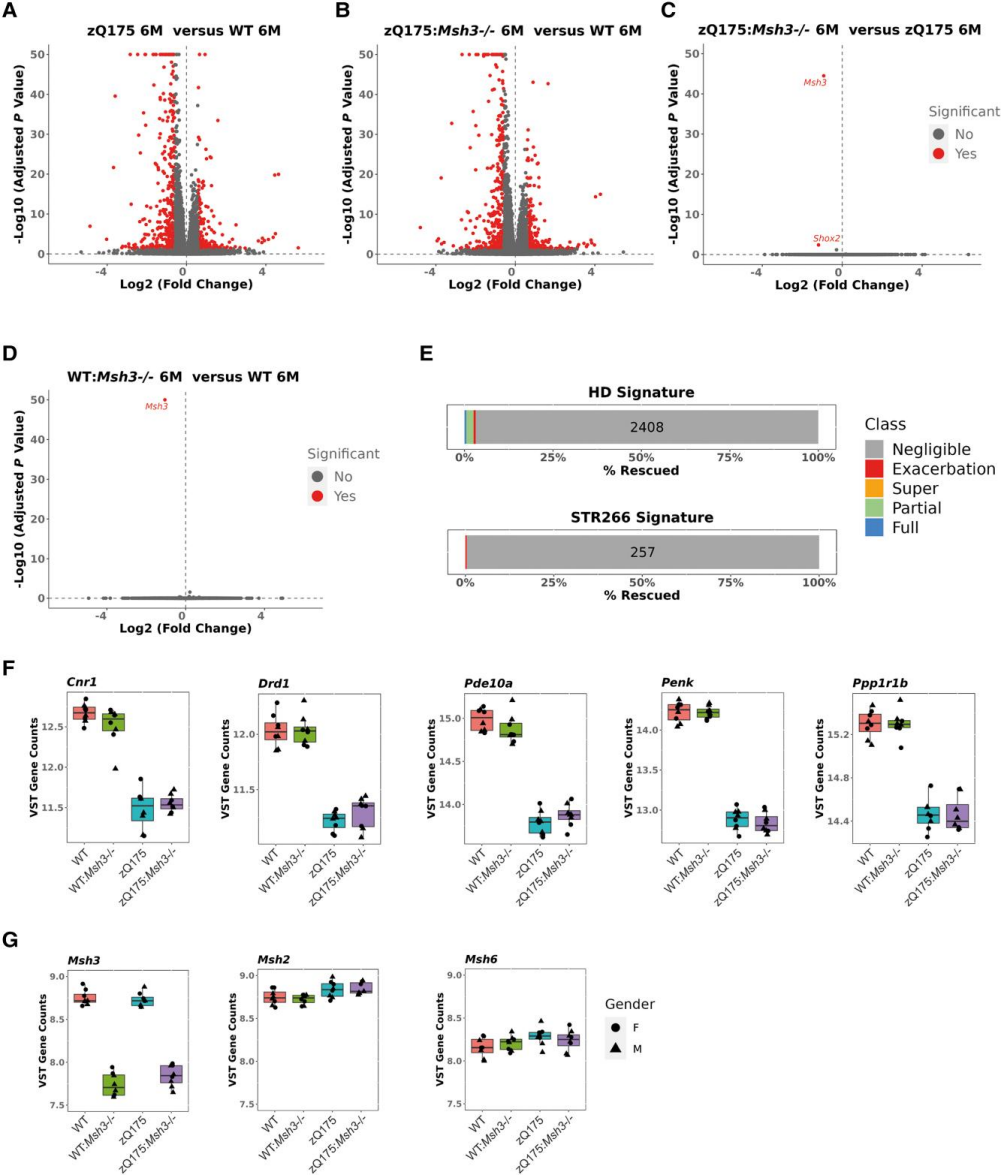
**Transcriptional dysregulation in the striatum of zQ175 mice is not alleviated by loss of *Msh3* expression**. (**A**–**D**) Volcano plots illustrating gene expression changes between (**A**) zQ175 and wild-type mice (**B**) zQ175:*Msh3*^−/−^ and wild-type mice, (**C**) zQ175 and zQ175:*Msh3*^−/−^ mice and (**D**) *Msh3*^−/−^ and wild-type mice, at 6 months of age. (**E**) Of the 2486 genes dysregulated in zQ175 mice as compared to wild-type mice at 6 months of age, 2408 showed negligible reversal, with a total of 15 genes showing full reversal and 51 partial reversal, indicating that only 3% of genes were rescued, a level considered to be background. Of the known 266 genes dysregulated in striatal tissues across models, 258 were detected as dysregulated, with none reversed and one exacerbated. (**F** and **G**) Expression levels for (**F**) striatal genes of interest: *Cnr1*, *Drd1*, *Pde10a*, *Penk* and *Ppp1r1b* and (**G**) the DNA mismatch repair genes *Msh3*, *Msh2*, *Msh6* plotted as variance stabilizing transformed counts derived using DESeq2. Box and whisker plots represent median and 25th and 75th percentiles with bars drawn from minimum to maximum. They show there was no change in expression due to loss of *Msh3*. *n* = 8/genotype, four males/four females for each genotype except zQ175*:Msh3*^−/−^ at five males/three females. HD = Huntington’s disease; WT = wild-type.

The extent of transcriptional dysregulation in both zQ175 and zQ175:*Msh3*^−/−^ mice as compared to wild-type was very similar (Fig. 5B). 

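In zQ175:Msh3-/- compared with wild-type striata, 1992 genes passed both thresholds, 914 higher and 1078 lower. They included 1467 of the genes changed between zQ175 and wild-type mice, or 76.2%, and all 1467 changed in the same direction. Of the zQ175 dysregulated genes, 1921 had a log2 fold change of the same sign in both comparisons, which share the wild-type mice. Comparing zQ175:Msh3-/- with Msh3-/- mice gives the zQ175 effect from mice that enter neither side of the zQ175 and wild-type comparison. There, 1768 genes passed, 778 higher and 990 lower, and 1211 of them were also changed between zQ175 and wild-type mice, all in the same direction. Across the zQ175 dysregulated genes, the log2 fold changes of these 2 independent comparisons had a Pearson correlation of 0.948 (jackknife standard error 0.0203 over mice) and a major-axis slope of 0.868 (jackknife standard error 0.0668). When the genes were chosen by the comparison of zQ175:Msh3-/- with Msh3-/- mice, the slope was 0.956, and over all the genes tested the correlation was 0.744. These are correlations across genes, which are not independent replicates. The difference between the 2 zQ175 effects was tested as an interaction, which no gene passed at an adjusted p-value under 0.05, and 737 genes had an unadjusted p-value under 0.05.

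**Figure D2:**
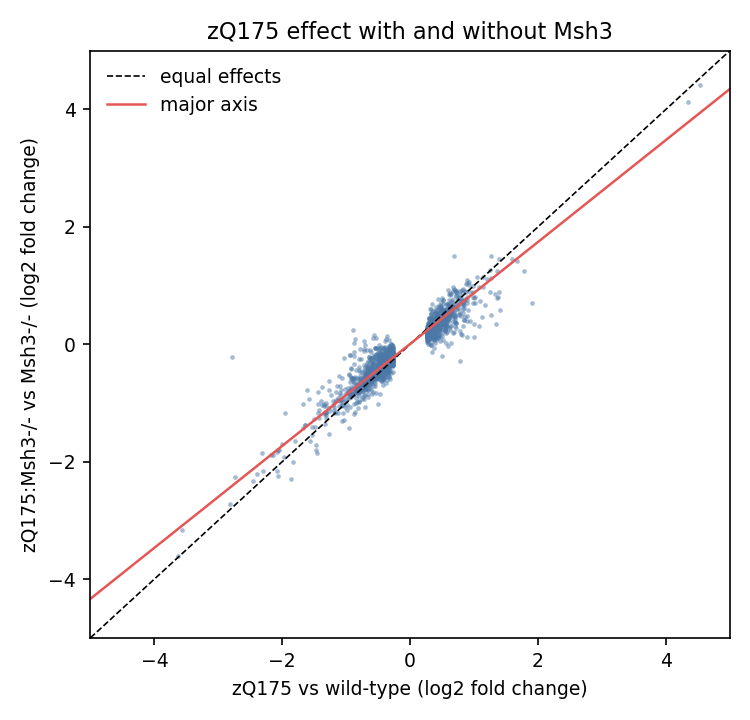
Log2 fold change of each zQ175 dysregulated gene between zQ175 and wild-type mice (horizontal axis) and between zQ175:Msh3-/- and Msh3-/- mice (vertical axis), with 8 mice per genotype. Each point is a gene, the dashed line marks equal effects and the red line is the major axis, with a slope of 0.868.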

Comparison of the striatal gene expression profiles between zQ175 and zQ175:*Msh3*^−/−^ identified only two changes, *Msh3* and *Shox2*, the most significant of which was *Msh3* (Fig. 5C). 

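Msh3 read counts were at 24.5 ± 1.61 CPM in wild-type, 24.4 ± 1.53 in zQ175, 11.75 ± 1.197 in Msh3-/- and 12.9 ± 1.15 in zQ175:Msh3-/- striata (SD, n = 8). These counts are of the whole gene, and 81.5% of its mRNA lies outside the 2 predicted cut sites. They do not measure the deleted part alone, where the paper's quantitative PCR had its primers. Between zQ175:Msh3-/- and zQ175 mice the log2 fold change of Msh3 was -0.92 (standard error 0.0582, adjusted p = 1.42e-13 from edgeR's quasi-likelihood test), and 52.7% of the zQ175 level remained. Every zQ175:Msh3-/- mouse was below every zQ175 mouse. With each mouse left out in turn, the log2 fold change was between -0.95 and -0.90. Msh3 was the only gene past both thresholds, and 614 genes had an unadjusted p-value under 0.05. Shox2 (ENSMUSG00000027833) lies on the minus strand of chromosome 3, from 66971727 to 66981771, and encodes a homeobox transcription factor. It was at low levels in every group, with 1.80 ± 0.461 CPM in zQ175 and 0.782 ± 0.208 in zQ175:Msh3-/- mice (SD, n = 8). In wild-type and Msh3-/- mice it was at 0.533 ± 0.965 and 0.638 ± 0.881, where single mice reached 2.89 and 2.53. The log2 fold change of Shox2 between zQ175:Msh3-/- and zQ175 mice was -1.18, with a standard error of 0.590 and an adjusted p of 0.999 from edgeR's quasi-likelihood test. An exact two-sided permutation test of this gene alone gave p = 0.000466, and p = 0.00373 after adjustment over the 16 genes that the paper names. The paper picked Shox2 out of all genes in this comparison of the same mice. Neither p-value allows for that choice, so they are not separate support. The model estimates the spread from all 4 genotypes, including the scattered wild-type and Msh3-/- values. When only zQ175 and zQ175:Msh3-/- mice were fitted by edgeR, the adjusted p of Shox2 was 0.0596. In 2 further fits, chosen after seeing the data, Shox2 passed, with an adjusted p of 0.00402 from DESeq2 on these 2 groups and of 0.0115 from edgeR on these 2 groups without a filter on low counts. Over the alternatives its log2 fold change ranged from -1.37 to -0.48.

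**Figure D3:**
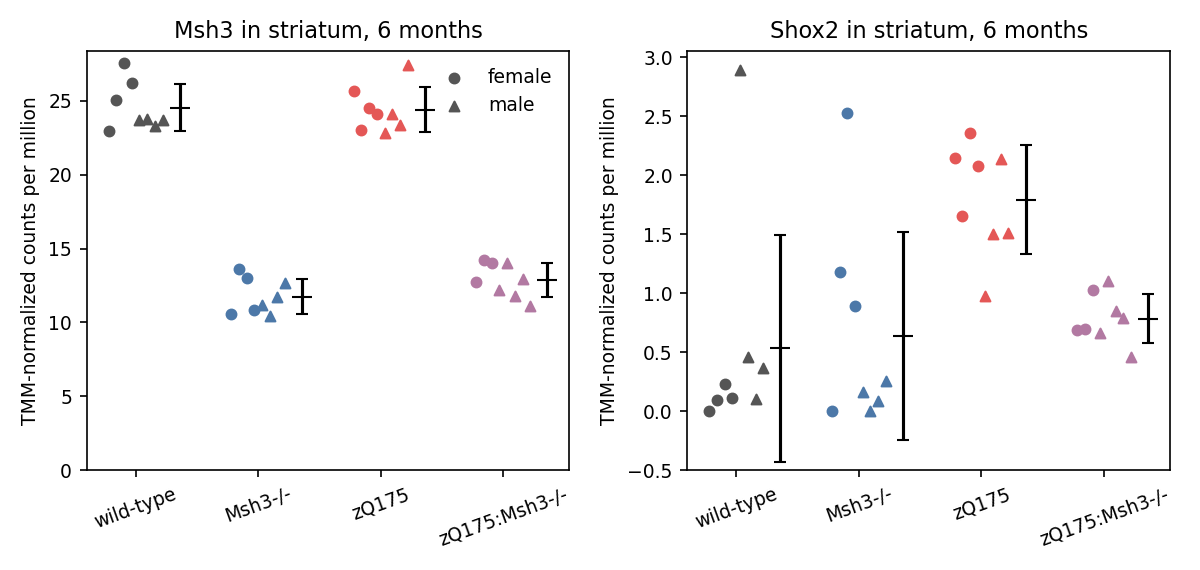
TMM-normalized CPM (vertical axes) of Msh3 (left) and Shox2 (right) in the striatum of each mouse, by genotype, with circles for females and triangles for males. Bars give the mean and SD of 8 mice, and single wild-type and Msh3-/- mice stand at 2.89 and 2.53 for Shox2.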

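For each gene dysregulated in zQ175 striata, α was computed as the log2 fold change between zQ175:Msh3-/- and zQ175 mice divided by that between zQ175 and wild-type mice, so that -1 is a full return to the wild-type level and 0 no change. The class of a gene was the one with the highest posterior probability among the paper's 5 classes, from 10000 draws of the 2 estimates with their standard errors, a correlation of -0.5 for the shared zQ175 mice and a flat prior. The paper's text does not name the prior of its method. By this rule 246 genes were reversed, or 12.8%, and 86 genes were exacerbated, or 4.47%. When the zQ175 and zQ175:Msh3-/- mice were regrouped, in fits without the Msh3-/- mice, 78 of 100 splits gave as large a reversed share. As large an exacerbated share came from 50 of the 100, with the real split counted in both. Both shares are thus no larger than such splits give. The median α was -0.0618. The median standard error of the Msh3 effect was 0.0884, against a median size of the zQ175 effect of 0.43 on the log2 scale. The class had a posterior probability of at least 0.9 for 532 genes, of which 1 was reversed, 1 exacerbated and the rest negligible. With each mouse left out in turn, the reversed share was between 11.5% and 15.9%. Among the alternatives, the share moved furthest, in percentage points, when α was replaced by the ratio of the zQ175 effect on the Msh3-/- background to that on the wild-type background, minus 1. The 2 zQ175 effects share no mouse, but the zQ175 and wild-type mice still enter both the change and its reference. By the point estimate, 29.9% of the genes were then reversed and 4.36% exacerbated, against 13.0% and 4.05% by the point estimate of α. The genes were chosen by a large zQ175 effect on the wild-type background, the denominator of this ratio. That choice alone can pull the value below 0: the slope was 0.868 with these genes and 0.956 with genes chosen by the other comparison. No regrouping of mice was made for this ratio, so the 29.9% is not evidence of reversal.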

The ablation of MSH3 resulted in the expression of only 3% of the 2486 genes dysregulated in the zQ175 striata being reversed toward wild-type levels whilst the dysregulated levels of 1% of these genes was exacerbated (Fig. 5E). Of the 65 genes for which the expression level was reversed, 14 were fully reversed and 51 partially reversed, numbers corresponding to below background (Fig. 5E). 

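Among the genes reversed by the highest posterior probability, 16 were in the full class, 230 in the partial class and 0 in the class of super-reversal, and 1593 genes were in the negligible class. The median posterior probability of the assigned class was 0.744. Taken alone, the change between zQ175:Msh3-/- and zQ175 mice had an unadjusted p-value under 0.05 for 94 of the dysregulated genes, or 4.88%. Chance gives a share of 0.05. Over all 16610 tested genes, 614 had such a p-value, below the 830.5 that chance gives. The share among the dysregulated genes was thus near 0.05, but above that of all the tested genes. After Benjamini-Hochberg adjustment over the dysregulated genes alone, the smallest p-value was 0.818 (edgeR's quasi-likelihood test), so no gene was individually shown to be reversed. The reversed share was 12.7% among the 1387 genes changed 1.2 to 1.5 fold by zQ175, 14.2% among the 408 changed 1.5 to 2 fold and 9.23% among the 130 changed at least 2 fold. In its discussion, the paper cites the share of reversed and exacerbated genes, which it places below background. It concludes that losing Msh3 left the zQ175 transcriptional profile unaffected. Its results also give only 2 genes changed between zQ175:Msh3-/- and zQ175 mice, and no reversal among the dysregulated genes of a striatal signature.

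**Figure D4:**
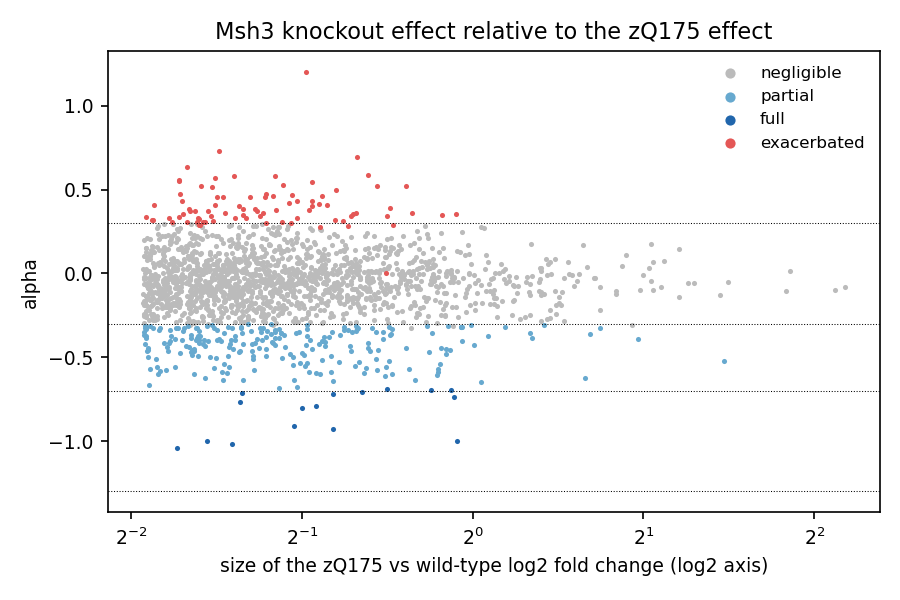
α of each zQ175 dysregulated gene (vertical axis) against the size of its log2 fold change between zQ175 and wild-type mice (horizontal axis, log2 scale), coloured by the class with the highest posterior probability. Dotted lines mark the class limits at -1.3, -0.7, -0.3 and 0.3, and most points lie between -0.3 and 0.3.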

We also considered the 266 genes that comprise the ‘striatal signature’ of robustly dysregulated genes across multiple Huntington's disease models.^51^ Of these, 258 were dysregulated in the zQ175 striatum and a reversal of expression toward wild-type levels in the absence of MSH3 was not observed for any of these genes (Fig. 5E). The expression levels of a few key striatal genes in wild-type, *Msh3*^−/−^, zQ175 and zQ175:*Msh3*^−/−^ striata are illustrated in Fig. 5F.

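The 5 striatal genes were lower in zQ175 than in wild-type mice by more than the spread between mice, with log2 fold changes of -1.16 for Cnr1, -0.81 for Drd1, -1.18 for Pde10a, -1.32 for Penk and -0.82 for Ppp1r1b. Their adjusted p-values were between 2.04e-19 and 9.79e-12 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The values of the 2 groups did not overlap for any of the 5. Cnr1 (ENSMUSG00000044288, chromosome 4) encodes a cannabinoid receptor and was at 382 ± 30.6 CPM in wild-type, 345 ± 50.3 in Msh3-/-, 171 ± 28.3 in zQ175 and 178 ± 13.0 in zQ175:Msh3-/- mice (SD, n = 8). One Msh3-/- male, at 238 CPM, lay apart from the other 7 Msh3-/- mice, which were at 320 or more. Drd1 (ENSMUSG00000021478, chromosome 13), a dopamine receptor gene, was at 141 ± 8.67 in zQ175 and 149 ± 14.5 in zQ175:Msh3-/- mice. For Pde10a (ENSMUSG00000023868, chromosome 17), which encodes a phosphodiesterase, the values were 842 ± 80.2 and 895 ± 80.4. Penk (ENSMUSG00000045573, chromosome 4), the gene of an opioid precursor, stood at 449.9 ± 39.9 and 436 ± 39.9. Ppp1r1b (ENSMUSG00000061718, chromosome 11), which encodes DARPP-32, had 1343 ± 134 and 1346 ± 153. Between zQ175:Msh3-/- and zQ175 mice the log2 fold changes of the 5 genes ranged from -0.04 for Penk to 0.09 for Pde10a, smaller than the spread between mice, and their exact two-sided permutation p-values ranged from 0.204 to 0.990.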

Ablation of MSH3 had no effect on the striatal transcriptome of wild-type mice; *Msh3* being the only transcript found to differ between the two genotypes (Fig. 5D). 

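Between Msh3-/- and wild-type striata, Msh3 was the only gene past both thresholds, with a log2 fold change of -1.06 (standard error 0.0587, adjusted p = 2.56e-15 from edgeR's quasi-likelihood test). Of the wild-type level of Msh3 reads, counted over the whole gene, 48.1% remained, and with each mouse left out in turn the log2 fold change stayed between -1.09 and -1.03. An unadjusted p-value under 0.05 was found for 846 genes, near the 830.5 that chance gives. In the smaller groups of each sex, the number was 1091 in males and 1768 in females, against the same 830.5 by chance. DESeq2 gave the same count of 1 gene past both thresholds, as did females alone, while males alone gave 3.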

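In the striatal RNA-seq data, Msh6 (ENSMUSG00000005370, chromosome 17) was at 16.0 ± 1.33 CPM in wild-type, 16.5 ± 1.01 in Msh3-/-, 17.8 ± 1.35 in zQ175 and 17.2 ± 1.52 in zQ175:Msh3-/- mice (SD, n = 8). The log2 fold change of Msh6 was 0.04 between Msh3-/- and wild-type mice and -0.05 between zQ175:Msh3-/- and zQ175 mice, with exact two-sided permutation p-values of 0.383 and 0.424. For Mlh3, Pms1, Pms2, Lig1 and Fan1, the loss of Msh3 gave log2 fold changes from -0.06 to -0.02 on the wild-type and from -0.11 to 0.08 on the zQ175 background, and none of them had an adjusted p-value under 0.05. Single mice lay apart from their group for Pms1, Pms2 and Fan1. The zQ175 allele itself was accompanied by higher Lig1 (log2 fold change 0.33, adjusted p = 0.00122), and by a change under 1.2-fold in Msh6 (0.15, adjusted p = 0.0447), both from edgeR's quasi-likelihood test between zQ175 and wild-type mice.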

Consistent with this, ablation of MSH3 had no effect on the expression level of a panel of mismatch repair genes in either wild-type or zQ175 mice in the striatum (Fig. 5G and Supplementary Fig. 3) or other brain regions (Supplementary Fig. 3), as measured by a QuantiGene multiplex assay.

### Striatal nuclear HTT aggregation levels were unchanged with loss of *Msh3* in zQ175 mice

Several lines of evidence indicate that the retention of aggregated HTT in neuronal nuclei precedes transcriptional dysregulation.^7,13,15^ Therefore, we used immunohistochemistry with the S830 anti-HTT antibody to quantify the level of HTT aggregation in striata. Using this approach, we have previously shown that aggregated HTT could first be detected in striatal nuclei from zQ175 mice before 2 months of age as a diffuse immunostain that filled the nuclei.^7^ By 6 months of age, this had often resolved to a nuclear inclusion either with or without the diffusely distributed aggregated HTT.^7^ Coronal sections from zQ175, zQ175:*Msh3*^+/−^ and zQ175:*Msh3*−/− mice, together with wild-type controls, at 3 and 6 months of age were immunostained with S830. At 3 months of age, the S830 immunostain appeared diffusely nuclear as expected, with the initiation of inclusion bodies being detected in some cells (Fig. 6A). The application of thresholding and quantification of signal intensity indicated that there was no difference in the number of S830 positive objects, the average area of these objects and the percentage of the image stained between the three genotypes (Fig. 6B). Therefore, *Msh3* genotype did not influence the first appearance of HTT aggregation in striatal nuclei. At 6 months of age, in addition to the diffuse HTT aggregation, nuclear inclusions were more prominent (Fig. 6C). Thresholding was applied to quantify the number of S830 positive objects, their average size and the percentage of the image stained both for all objects (Fig. 6D) and for inclusions, the majority of which were nuclear (Fig. 6E). As at 3 months of age, at 6 months, there was no difference in the level of HTT aggregation in striatal nuclei between genotypes.

**Figure 6:**
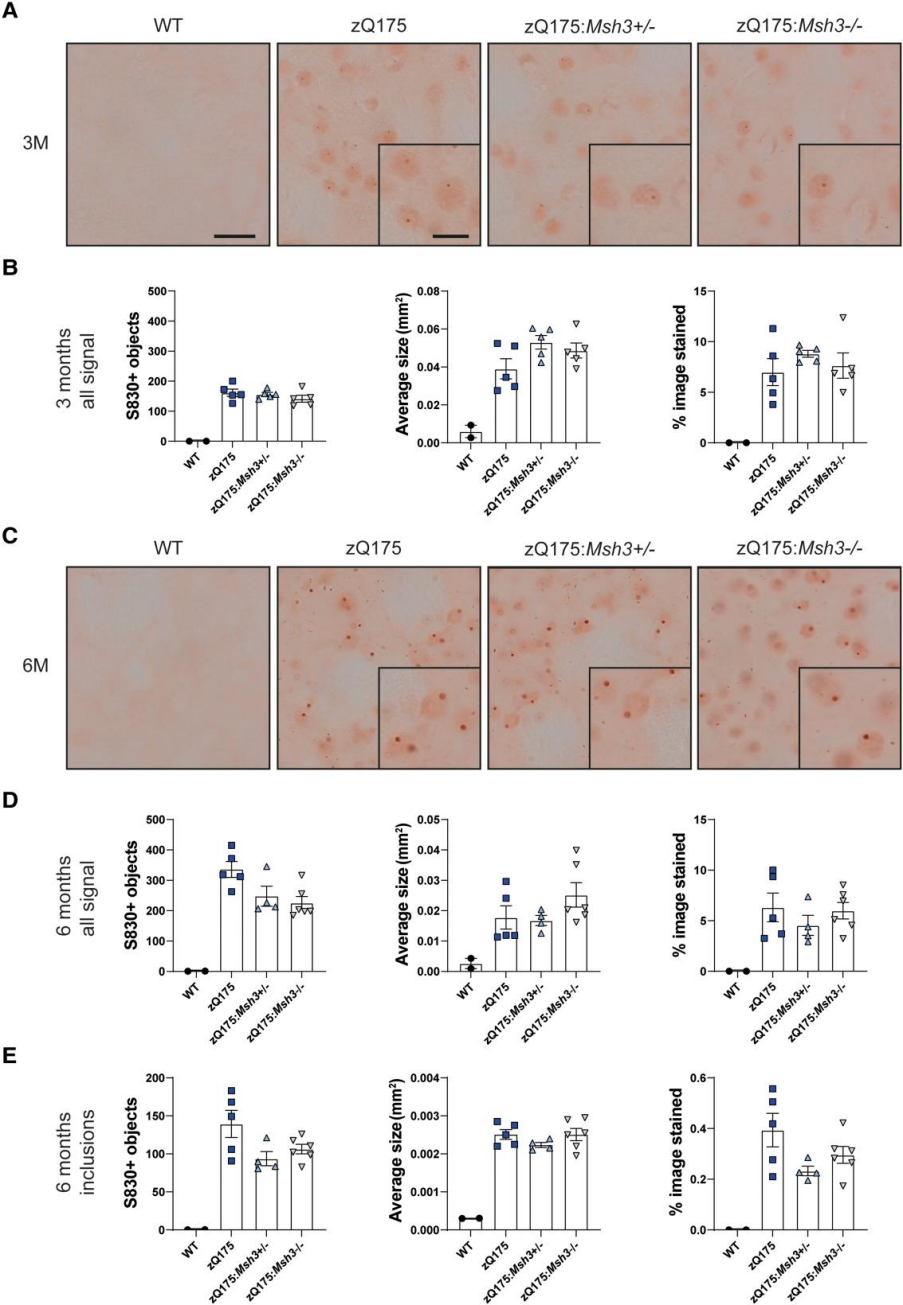
**Striatal nuclear HTT aggregation is not reduced or delayed with loss of *Msh3.*** Coronal striatal sections from wild-type (WT), zQ175, zQ175:*Msh3*^+/−^ and zQ175:*Msh3*^−/−^ at 3 and 6 months of age were immunohistochemically stained with the S830 antibody. A nuclear counterstain was not applied to these images, as this would mask the nuclear signal. (**A**) HTT aggregation was detectable by 3 months of age in the zQ175 mice and S830 immunostaining levels were comparable irrespective of *Msh3* genotype. (**B**) Thresholding was applied to images to quantify levels of staining of S830 positive objects, average area of object, and the percentage of image covered. The *Msh3* genotype had no impact on these three measures of S830 staining. (**C**) At 6 months of age, in addition to diffuse nuclear aggregation, nuclear inclusions were also prominent in many nuclei. (**D** and **E**) Thresholding was applied to quantify the number of (**D**) S830 positive objects and (**E**) inclusions. In each case, the number of objects, the average area of the objects and the percentage of an image covered by the S830 signal was determined. One-way ANOVA with Bonferroni correction. Error bars = standard error of the mean (SEM). *n* = 5/zQ175 genotype, *n* = 3 wild-type. Scale bar in large image = 10 μm, scale bar in *inset* = 5 μm. M = months.

We have previously established HTRF assays to compare the levels of soluble and aggregated HTT isoforms between tissues.^43^ These included an assay specific for the soluble HTTexon1 protein (2B7-MW8) and a HTT aggregation assay (4C9-MW8) that we have shown is specific for the aggregated HTTexon1 protein.^7^ The epitope for 2B7 is within the first 17 amino acids of HTT, that for 4C9 is within the human-specific proline-rich region and MW8 acts as a C-terminal-neo-epitope antibody, and is specific for HTTexon1 in this HTRF assay (Fig. 7A). We applied these assays to the striatal, cortical and brainstem tissues of zQ175, zQ175:*Msh3*^+/−^ and zQ175:*Msh3*^−/−^ mice to investigate whether the prevention of somatic CAG repeat expansion had resulted in a decrease in HTT aggregation. Striatum, cortex and brainstem from zQ175 and wild-type mice at 2 months of age were included in the analysis.

**Figure 7:**
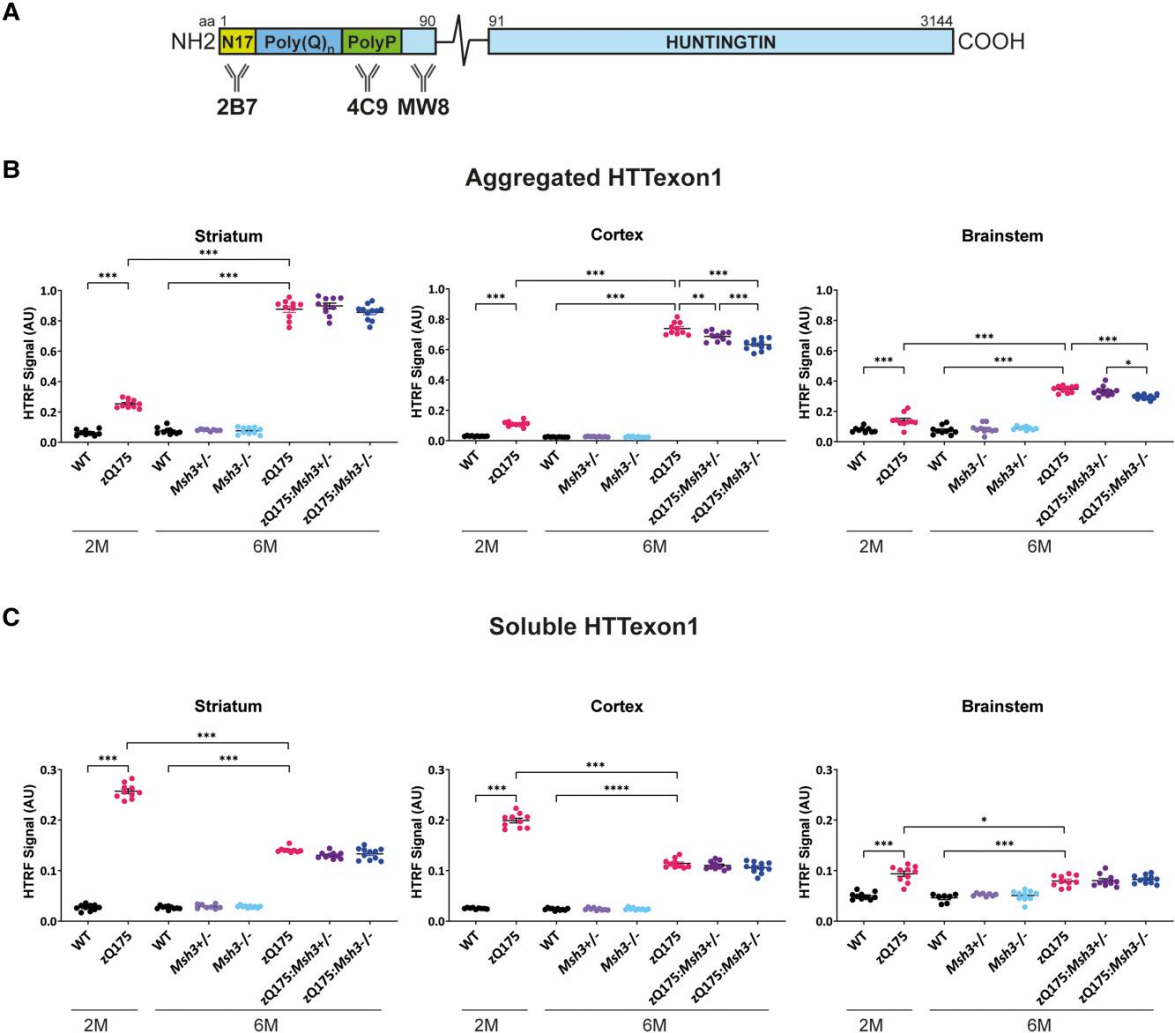
**Striatal HTTexon1 aggregation is not affected by loss of *Msh3* expression.** (**A**) Schematic of epitope location of antibodies used in HTTexon1 homogeneous time-resolved fluorescence (HTRF) assays. (**B**) Levels of aggregated HTTexon1 as measured by the 4C9-MW8 assay indicated that aggregation increased from 2 to 6 months of age in zQ175 mice. There was no change in the levels of HTTexon1 aggregation detected between zQ175, zQ175:*Msh3*^+/−^ and zQ175:*Msh3*^+/−^ in the striatum, but small and significant differences were detected in the cortex and brainstem at 6 months of age. (**C**) High levels of soluble HTTexon1, as detected by the 2B7-MW8 assay, were present by 2 months of age in the zQ175 striatum, cortex and brainstem and had decreased at 6 months in all regions. There was no difference in soluble HTTexon1 at 6 months of age between the zQ175, zQ175:*Msh3*^+/−^ or zQ175:*Msh3*^−/−^ genotypes. Six month samples: one-way ANOVA with Bonferroni correction; 2-month and 6-month zQ175 and wild-type: two-way ANOVA with Bonferroni correction. Error bars = standard error of the mean (SEM). *P ≤ 0.05, ** *P* ≤ 0.01, ***P ≤ 0.001. *n* = 10/genotype. The test statistic, degrees of freedom and *P-*values are summarized in Supplementary Table 5. AU = arbitrary units; M = months; WT = wild-type.

The 4C9-MW8 assay showed that HTTexon1 aggregation had increased from 2 to 6 months of age in all three brain regions (Fig. 7B). At 6 months of age, there was no difference in HTTexon1 aggregation between zQ175, zQ175:*Msh3^+/^*^−^ and zQ175:*Msh3*^−^*^/^*^−^ in the striatum, consistent with the immunohistochemical analysis (Fig. 7B). However, there was a small reduction HTTexon1 aggregation in the cortex of zQ175:*Msh3*^+/−^ mice compared to zQ175, and in zQ175:*Msh3*^−/−^ mice, compared to zQ175:*Msh3*^+/−^ (Fig. 7B). Similarly, the level of HTTexon1 aggregation in the brainstem of zQ175:*Msh3*^−/−^ mice was decreased compared to zQ175 and zQ175:*Msh3*^+/−^ mice (Fig. 7B). The 2B7-MW8 HTRF assay demonstrated that the soluble levels of HTTexon1 in zQ175 mice remain unchanged by *Msh3* genotype in all three brain regions (Fig. 7C). Consistent with this, the level of the *Htt1a* transcript was not consistently changed in the striatum, cortex and brainstem between zQ175, zQ175:*Msh3*^+/−^ and zQ175:*Msh3*^−/−^ (Supplementary Fig. 4).

## Discussion

Genetic variation in DNA mismatch repair pathway genes modifies the age of onset and rate of progression of Huntington's disease by slowing the rate of somatic CAG repeat expansion. Of these, MSH3 has become a major focus for therapeutic development because loss of *MSH3* appears to be well tolerated.^36^ In preparation for the preclinical evaluation of these potential treatments, we genetically ablated *Msh3* in the zQ175 knock-in mouse model of Huntington's disease to determine the maximum benefit of targeting *Msh3* in this model. Although loss of *Msh3* prevented somatic CAG repeat instability in striatal neurons, there was no effect on early molecular or pathological phenotypes. These data indicate that highly expanded CAG repeats can reach a threshold above which further expansion does not accelerate the onset of cellular pathology.

The zQ175 knock-in mouse model has been used extensively for mechanistic and preclinical studies because its highly expanded CAG repeat results in molecular and pathological phenotypes at a younger age than in other knock-in mouse models of Huntington's disease.^37,38^ However, somatic CAG repeat instability had not previously been characterized in these mice. We generated CAG-repeat traces for 10 CNS regions and some peripheral tissues for zQ175 mice at 6 months of age, and compared these to traces from ear biopsies sampled when the mice were 12 days old. Pronounced instability was detected in the olfactory bulb, striatum, brainstem, colliculus, thalamus and spinal cord. This pattern of expansion was comparable to that previously published for the transgenic R6/1 mice with a repeat of (CAG)_115_^49^ and, therefore, was not influenced by genomic context. In the periphery, there was considerable instability in the liver, consistent with that reported for the knock-in *Hdh*Q111 model.^23,33,49^ That the CAG repeat contracted in the pituitary was an unexpected finding and could provide mechanistic insights in a future study. We have consistently found the heart CAG repeat to be comparatively stable and propose this could be used as a reference tissue, should an ear or tail biopsy from young mice not be available.

Capillary electrophoresis of bulk-PCR products, as used here, will not have captured the full extent of CAG repeat expansions for any brain region or tissue, as shorter CAG tracts will be preferentially detected. This is particularly challenging for the zQ175 model, for which the baseline CAG repeat length is already very high. This issue has been circumvented with small-pool PCR approaches whereby samples were diluted to contain a few DNA molecules and alleles were detected by Southern blotting.^4,52^ However, higher throughput analyses are required. A comparison of capillary electrophoresis, MiSeq or PacBio SMRT sequencing for bulk-tissue analysis demonstrated that PCR-based approaches cannot be used to estimate modal length or to quantify expansions greater than (CAG)_250_,^53^ and approaches that avoid an amplification step (no-amp) are under development.^54,55^ Bulk-PCR analysis also obscures any cell type specificity for CAG repeat instability. Laser dissection showed that large expansions were present in neurons rather than glia in mouse models and post-mortem brains.^56,57^ More recently, CAG repeat expansions within a given cell population were determined by sorting cell-specific nuclei from Huntington's disease post-mortem brains followed by high-throughput sequencing. This showed that, in the striatum, expansions had occurred in medium spiny neurons and CHAT^+^ interneurons but not in glial populations.^58^ Interestingly, CAG repeat expansions were detected in cerebellar Purkinje cells, a rare cell type in this brain structure,^58^ whereas CAG repeat instability in the cerebellum had not been uncovered by small-pool PCR.^4^

The ablation of MSH3 completely prevented somatic CAG repeat expansion in all brain regions and peripheral tissues and in many cases resulted in a reduction of the repeat length mode by up to five CAGs. Comparison of the instability index for zQ175, zQ175:*Msh3*^+/−^ and zQ175:*Msh3*^−/−^ demonstrated that for most brain regions and tissues, a 50% reduction in MSH3 resulted in a 50% decrease in CAG repeat expansion. In the case of the striatum and spinal cord, the reduction in expansion between zQ175 and zQ175:*Msh3*^+/−^ mice was much less than 50%, possibly reflecting an underestimate of the extent of expansion in these brain regions, as discussed earlier. MSH3 levels only affected expansion, as neither a loss of MSH3 nor a reduction in its levels reversed the CAG repeat contraction observed in the pituitary.

Our rationale for performing the intercross between zQ175 and *Msh3* knockout mice was to determine whether zQ175 might be useful preclinically for assessing therapeutics targeting MSH3. At 6 months of age, zQ175 mice have robust molecular and pathological phenotypes in the form of striatal transcriptional dysregulation^13^ and the deposition of aggregated HTT throughout the brain,^7^ and have been used in a zQ175 preclinical trial to assess HTT-lowering with zinc finger proteins.^39^ Therefore, we performed RNA-seq on striatal RNA for wild-type, *Msh3*^−/−^, zQ175 and zQ175:*Msh3*^−/−^ mice. Remarkably, the ablation of MSH3 had no impact on the dysregulated transcriptional profile of the zQ175 striatum; of 2486 dysregulated genes, only 3% of dysregulated genes had an expression that was reversed toward wild-type levels, and in 1%, this was exacerbated; changes that would be below background levels. This is in stark contrast to the effect of ablating MSH3 in CAG140 knock-in mice (zQ175 mice are CAG140 mice with a longer CAG repeat) in which HTT aggregation in striatal nuclei was decreased and a considerable percentage of the dysregulated transcripts were reversed toward wild-type levels (X. William Yang, personal communication).

It is now widely accepted that it is the somatic CAG repeat expansion in the brain that drives the age of onset and rate of progression of Huntington's disease,^59^ but the mechanism through which this initiates pathogenesis has not been confirmed. The alternative processing of the *HTT* pre-mRNA to generate *HTT1a*, provides a candidate for this second step.^5,6^ The production of *HTT1a* increases with increasing CAG repeat length and it encodes the HTTexon1 protein that is known to be highly aggregation-prone and pathogenic.^15^ Therefore somatic CAG repeat expansion would be expected to increase the levels of *Htt1a* and of the soluble HTTexon1 protein at the single cell level. However, when comparing zQ175:*Msh3*^−/−^ mice with zQ175, we did not identify a reduction in *Htt1a* or HTTexon1 in bulk tissue by QuantiGene or HTRF analyses, respectively. These techniques may not be sufficiently sensitive to detect these changes at the tissue-level, given that the CAG repeat in zQ175 mice is already highly expanded and that in most cells, further expansions do not increase the CAGs repeat length to a dramatic degree.

Changes in HTT aggregation might be more amenable to detection, given the cumulative nature of the process and that only the cells in which aggregation occurs contribute to the analysis. HTT aggregation is a concentration-dependent process^60^ and whether this occurs in a given subcellular location will depend on a number of factors e.g. the concentration of HTTexon1 and other HTT N-terminal fragments, the polyQ length (as the longer the polyQ tract the lower the concentration required), post-translational modifications, interacting proteins or RNAs, and the proteostasis network. In zQ175 mice, it is the soluble HTTexon1 protein that is depleted from brain regions during the aggregation process.^7^ The N-terminus of HTT contains a potent nuclear export signal^61,62^ and HTT is retained in neuronal nuclei because it aggregates there, appearing first as a diffuse immunoreactive product that fills the nucleus.^15,61,63^ The threshold concentration for the nucleation of aggregation will be cell-type and subcellular location-specific.

Knocking out the mismatch repair genes *Msh2* or *Mlh1* delayed the accumulation of aggregated HTT in striatal nuclei of the *Hdh*Q111 knock-in model.^22,23^ However, prevention of somatic CAG repeat expansion in zQ175 mice had no effect on the deposition of aggregated HTT in striatal nuclei. Given that HTT aggregation precedes transcriptional changes,^7,13,15^ this was consistent with MSH3 ablation having no effect on transcriptional dysregulation in the zQ175 striatum. Therefore, in this subcellular location, (CAG)_185_ in the *Htt* gene produced HTTexon1 at or above the threshold concentration needed to initiate aggregation and further CAG expansion could not accelerate this process. It is striking that highly expanded CAG repeats [of greater than (CAG)_200_] in humans cause onset of Huntington's disease before 2 years of age, whereas those of (CAG)_100–130_ caused onset at ∼4 years.^64,65^ This suggests that for CAG repeats approaching (CAG)_200_, initiation of the pathogenic process does not require further expansion through somatic CAG repeat instability.

Targeting MSH3 has significant therapeutic potential for Huntington's disease and other trinucleotide repeat disorders,^34^ and a wide range of MSH3-targeting modalities are under development.^29,66^ Our data indicate that whilst ablation of MSH3 prevented somatic CAG repeat expansion in zQ175 mice, this model will not be useful for evaluating these MSH3-targeting treatments, and that knock-in mice with shorter CAG repeat mutations should be used. However, more importantly, we found that somatic expansions in zQ175 striatal neurons did not accelerate HTT aggregate pathology or transcriptional dysregulation, indicative of a pathogenic repeat threshold at, or close to, (CAG)_185_. Early childhood onset cases of Huntington's disease with repeat expansions close to (CAG)_200_ are consistent with a pathogenic threshold occurring at around this repeat length. Available data indicate that successful MSH3-targeting treatments will slow down the rate of somatic CAG repeat expansion in the brains of Huntington's disease mutation carriers. The prevention of somatic CAG repeat expansion is unlikely as that would require MSH3 ablation. The trajectory for repeat expansion in the Huntington's disease brain is not understood and these results indicate that the greatest benefit for MSH3-targeting therapeutics will be realized by treating as early as possible before cell-specific pathogenic thresholds have been achieved.

## Supplementary Material

awae063_Supplementary_Data

## Data Availability

RNA-seq data that support the finding of this study have been deposited in GEO with the accession no. GSE245510. The authors confirm that all other data supporting the findings in this study are available within the article and its Supplementary material. Raw data will be shared by the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

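Striatal RNA from 32 mice at 6 months of age, 8 each of wild-type, Msh3-/-, zQ175 and zQ175:Msh3-/- genotype, was sequenced by the authors. The authors' RNA was made into libraries and sequenced as paired-end reads, and the aligner, the counting program, its strand setting and the annotation are not named in the paper's text, which refers to an earlier paper for them. The authors deposited whole-number counts per gene for each mouse, without normalization. The authors also deposited a table of values normalized for length and depth, on the TPM scale. That table is named as FPKM, and the alternatives written in advance spoke of FPKM, but each column sums to 1000000, as TPM values do, so it was treated as TPM. Each column of both tables was matched to its mouse by the mouse's own number, and the columns of the 2 tables matched each other best under the same number for all 32 mice. No column was left out. Genotype, sex and replicate were taken from the sample labels and checked against the group sizes in the paper, and sex was checked by Xist and Ddx3y. The replicate numbers are those of the authors' sample labels, given within genotype and sex. The labels do not say what mice of the same number share, so pairing by number is an assumption, made only where a replicate block or the splits of mice are named.

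Counts were tested by edgeR 4.0.16 in R 4.3.3, with TMM normalization, a filter on low counts by expression within the 4 groups, which kept 16610 genes, robust quasi-likelihood fits and 1 model of the 4 genotypes. Benjamini-Hochberg adjusted p-values under 0.05 and a fold change of at least 1.2 were required. The common biological coefficient of variation was 0.0985. Single genes were also compared by exact two-sided permutation tests of TMM log2 CPM, among 12870 arrangements of 8 mice against 8. For reversal, α is the ratio of the Msh3 effect to the zQ175 effect in log2, with the class limits of the paper's methods. The posterior of α was drawn 10000 times. The correlation of the zQ175 effect between Msh3 genotypes used no mouse in both effects. Leaving out each mouse in turn gave the jackknife standard errors. Gene positions are from GENCODE M21 on GRCm38. The guide sequences were matched to the transcripts of that annotation, and a genome sequence was not used here.

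The alternatives were DESeq2 1.42.0 with independent filtering disabled, as in the paper's methods, RLE size factors, no filter on low counts, a minimum of 10 counts in every mouse, sex in the model, only the groups of the comparison, the replicate number as a block, a test against a 1.2-fold change (glmTreat), limma 3.58.1 on log2(TPM + 0.1) and log2(TPM + 1) with a mean TPM of at least 0.1 or without a filter, each sex alone, other fold thresholds, and other ways to class α. TPM fold changes are on the log2(TPM + pseudocount) scale, which understates the change of low genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for summaries and figures.

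The genes named in the text were chosen by a rule: the 16 genes that the paper names and that are in the count table, the 3 raised and 3 lowered genes with the smallest adjusted p between zQ175 and wild-type mice, up to 6 genes past both thresholds in each comparison that tests Msh3 loss and in each interaction, genes past both thresholds within 2 Mb of Htt or Msh3, and Xist and Ddx3y. Some genes that the rule picks are not reported here. Genes named outside the rule are said to have been chosen after their values were seen. Most genes near Htt and Msh3 are given as numbers only.

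The deposited counts sum to between 12359347 and 25030335 reads per mouse. A gene with 3 reads in the shallowest mouse has a share of 2.43e-05%. The methods were tested on simulated data: counts were drawn for 16610 genes from the wild-type means and dispersions at the real depths, with 200 genes changed 2-fold by zQ175, of which 100 were restored by Msh3 loss. The changed genes were drawn from those with a mean of at least 20 reads in wild-type mice. edgeR recovered 98.5% of the 200 genes with 3 false calls, DESeq2 99% with 5 and limma 98.5% with 5. edgeR called 99% of the 100 restored genes between zQ175:Msh3-/- and zQ175, and the interaction test called 94% of them. Of the 99 restored genes that entered the signature, 97.0% were placed in the full class, and of the 98 genes not restored, 99.0% were placed in the negligible class. These changes are larger than most real ones. The list of 266 striatal genes, published signatures of other mice, gene ontology sets and the QuantiGene data were not used here.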

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

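In this part, the test for tissue from outside the striatum was chosen only after the result was seen.

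The comparison of zQ175:Msh3-/- with Msh3-/- mice, which the paper does not report, gave 1768 genes past both thresholds. Of these, 1211 were also changed between zQ175 and wild-type mice, all in the same direction. The mice were regrouped in other splits that parted the same-numbered mice as the genotypes do, of which 128 exist and 100 were examined, each in a fit of these 2 groups alone. The real split was the only 1 of the 100 splits with as many genes, with 1683, and the others gave 0 to 715. The separation of the groups is therefore not one that any grouping of these mice gives. A zQ175 effect on the Msh3-/- background is the explanation that the design offers.

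In 8 of 152 sets of 8 mice (4 genotypes for each named gene and for the total count), 1 mouse lay far from the rest, its distance to the nearest mouse divided by the range of the set being above the critical value of Dixon's test at 0.05. By chance 7.6 sets are expected, so the number is what chance gives. The ratios are of log2 CPM for genes, and the values beside them are CPM. Among them, the ratio was 0.591 for the lowest Msh3-/- mouse in Cnr1 (238 CPM against 320 to 394), 0.637 for the lowest Msh3-/- mouse in Pms2 (11.5 against 13.9 to 15.6) and 0.602 for the lowest Msh3-/- mouse in Gm47155 (24.2 against 28.0 to 30.9). It was 0.557 for the lowest zQ175 mouse in Fan1 (8.96 against 10.2 to 11.4). In zQ175:Msh3-/- mice it was 0.566 for the lowest mouse in Pms1 (3.25 against 3.85 to 4.39), and in wild-type mice 0.567 for the highest mouse in Sfmbt2 (3.78 against 2.27 to 2.83). For the genes other than Cnr1, neither a technical nor a biological explanation was tested.

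The Msh3-/- male with the lowest Cnr1 also had the lowest Gm47155. Tissue from outside the striatum in this sample would give it the highest score of thalamic marker genes and the lowest mean of Drd1, Pde10a, Penk, Ppp1r1b and Scn4b among the 8 Msh3-/- mice. Its marker score was 1.41, the second highest after 1.64, and its mean of the 5 striatal genes was the second lowest, at -0.622 SD against -1.04 SD for the lowest. Neither was the extreme that was asked for, though both lie on the side that such tissue would give, so the test does not settle whether such tissue was there. Only thalamic markers were scored, and tissue of other regions was not tested. No biological explanation was tested, since the mouse shares its genotype with the other 7.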

How the results depend on the processing

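The designs, the named-gene rule and the alternatives were written before the data were examined, except for 2 alternatives chosen after seeing the data: DESeq2 with only the groups of the comparison, and edgeR with only those groups and no filter on low counts. For the interaction of genotypes, a fit of only its groups is the same as the fit of all groups. For 308 alternative values of 15 results, 274 stayed within 1.5 times the main count, or within 1 standard error for shares and correlations, and 34 did not.

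Thresholds and sex account for most of the counts that moved. A test against a 1.2-fold change called 641 genes between zQ175 and wild-type, 624 between zQ175:Msh3-/- and wild-type and 541 between zQ175:Msh3-/- and Msh3-/- mice, against 1925, 1992 and 1768. Without a fold threshold the counts were 4398, 4469 and 4002, and with a fold change of at least 1.5 they were 538, 568 and 503. Males alone gave 1179 and 1244 genes for the comparisons with wild-type, where females alone gave 1813 and 1803. For the comparison with Msh3-/- mice it was the other way round, with 1590 in males and 1071 in females. The cause of these differences was not tested. In all, 835 genes passed in both the males and the females for zQ175 and wild-type mice, all in the same direction. DESeq2 gave 1833, 1887 and 1621 genes, and 1741 of its 1833 genes were among the 1925. With the deposited TPM values (log2(TPM + 0.1), mean of at least 0.1), the counts were 2196, 2471 and 2243, within 1.5 times, but the share of raised genes was 59.9%, 69.4% and 68.6% against 40.6%, 45.9% and 44.0% from the counts. The median log2 fold change of the genes was 0.07, 0.09 and 0.09 with TPM and 0.01 in each with counts. The TPM values were used without TMM normalization. The TMM factors of the counts were 0.9633 to 1.0021 in mice without the zQ175 allele and 1.0025 to 1.0427 in mice with it. They lower the zQ175 mice relative to the others in the counts only, which is the direction of the difference. Whether they account for all of it was not tested.

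Between zQ175:Msh3-/- and zQ175 mice, Msh3 was the only gene called under every alternative written in advance, and both alternatives chosen after seeing the data called 2 genes, Msh3 and Shox2. Over the alternatives written in advance the adjusted p of Shox2 ranged from 0.0596 to 1.0. Between Msh3-/- and wild-type mice, males alone gave 3 genes against 1. The other 2 genes, named after their values were seen, were Phlda1 (log2 fold change 0.46, adjusted p = 0.0294 from edgeR) and Slc25a25 (0.42, adjusted p = 0.0377), whose log2 fold changes over the alternatives were from -0.06 to 0.46 and from -0.01 to 0.42, with adjusted p-values up to 1.0. Whether they differ between the sexes was not tested. The log2 fold change of Msh3 on the TPM scale was -0.57 between zQ175:Msh3-/- and zQ175 mice and -0.75 between Msh3-/- and wild-type mice, against -0.92 and -1.06 with counts.

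The classes of reversal depended most on the rule. Averaged over the posterior probabilities of all dysregulated genes in place of 1 class per gene, the shares were 18.6% reversed, 70.0% negligible and 11.4% exacerbated. The reversed share of 12.8% was 0.0% under a normal prior on the Msh3 effect, whose estimated SD was at its floor of 0.001, with 0 partial, 0 full and 0 exacerbated genes. At a posterior probability of at least 0.9 it was 0.0519%, with 1 partial, 0 full and 1 exacerbated gene. From the ratio of the zQ175 effects of independent mice, minus 1, it was 29.9%, with 472 partial, 100 full and 4 super-reversed genes. The zQ175 and wild-type effect both chose the genes and is the denominator of that ratio, so that share is not evidence of reversal. With the signature limited to a fold change of at least 1.5, there were 452 negligible, 64 partial, 6 full and 16 exacerbated genes, from a signature of 538. Sex in the model gave 1 super-reversed gene, against 0. The share ranged from 11.5% to 15.9% across the 32 fits that each left out a mouse, with a jackknife standard error of 5.58 points. Over all tested genes the correlation of the 2 zQ175 effects was 0.744 against 0.948.

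No gene was called for the interaction of zQ175 and Msh3 genotype under any alternative, with 737 genes at an unadjusted p-value under 0.05, nor for the interaction of zQ175 and sex, with 706.

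Mice with the same number and sex are different animals, and their deviations from the genotype mean had a mean correlation of 0.0540, against 0.0569 for mice of the same sex with other numbers. After removing the mean of genotype and sex it was -0.00709, so the numbers do not pair the mice. With the replicate block, the counts were 1931, 1901 and 1694 for the zQ175 comparisons in the order above, 1 for each comparison that tests the loss of Msh3, and 0 for the interaction of genotypes (831 genes at an unadjusted p-value under 0.05) and of zQ175 and sex (739). With the block, 14.5% of the dysregulated genes were reversed, with 1 super, 19 full, 260 partial, 1550 negligible and 101 exacerbated genes, and the correlation of the zQ175 effects was 0.946.

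For single named genes, 101 comparisons were recomputed to give 1111 values, of which 17 lost a call, 7 gained one and none past the thresholds changed direction. Among 785 values not past the thresholds in either fit, 69 changed sign. All 7 gained calls were of Shox2. Between zQ175 and wild-type mice it passed with the replicate block, with both TPM scales that had a filter, in females alone and in DESeq2 on the 2 groups, which was chosen after seeing the data, with log2 fold changes from 0.82 to 4.20. By edgeR on all groups it missed, with 1.59 and an adjusted p of 0.0501, and over all alternatives its adjusted p ranged from 5.29e-08 to 0.634. The other 2 gained calls are those between zQ175:Msh3-/- and zQ175 mice given above. Lig1 lost its call in males alone, with a log2 fold change of 0.29 between zQ175 and wild-type mice, and Htt fell short of the 1.2-fold limit with TPM, at -0.26.

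Shox2 was at fewer than 3 CPM in each mouse, with 0 to 65 reads.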

Differences from the paper's values

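The paper reports 2 genes changed between zQ175:Msh3-/- and zQ175 mice, and 1 was called here, Msh3. None of the alternatives set before the data were examined called 2 genes. DESeq2 with only these 2 groups, and edgeR with only these 2 groups and no filter on low counts, each called Msh3 and Shox2; both were chosen after seeing the values.

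The paper's number of genes with negligible reversal is 2408, against 1593 here. The gap closed to within 1.5 times under 3 alternatives set before the data were examined: the zQ175 effect held fixed (1620), a normal prior on the Msh3 effect (1925) and a posterior probability of at least 0.9 (1923). The first moves the count little, from 1593 to 1620, and the paper's count comes from a larger signature of 2486 genes. The last 2 are not closer classifications: the SD of the prior was at its floor of 0.001, which places every gene in the negligible class, and the rule on probability counts genes without a certain class as negligible, while only 532 genes had a class at that probability. The gap did not close under the others.

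The paper's 51 partially reversed genes compare with 230 here, and its 65 reversed genes with 246. With the signature limited to a fold change of at least 1.5, there were 64 and 70, from 538 dysregulated genes. No other alternative set before the data were examined closed either gap.

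The paper states that 3% of the dysregulated genes were reversed, against 12.8% here. The share here is no larger than arbitrary groups give, since 78 of 100 regroupings of the zQ175 and zQ175:Msh3-/- mice reached it. A normal prior on the Msh3 effect (0.0%) and a posterior probability of at least 0.9 (0.0519%) come within the jackknife standard error of 5.58 points, on the other side of the paper's value, and the remaining alternatives set before the data were examined do not. For the exacerbated genes the paper's share is 1% and the value here 4.47%. This share was judged only by the limit of 1.5 times, without a jackknife standard error, and by that limit none of the alternatives set before the data were examined closed the gap. The nearest in percentage points were a posterior probability of at least 0.9 (0.0519%) and a normal prior (0.0%), which lie below the paper's value, and a signature with a fold change of at least 1.5 (2.97%), which lies above it.

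The paper names Shox2 as changed between zQ175:Msh3-/- and zQ175 mice. Here its log2 fold change was -1.18 with an adjusted p of 0.999 from edgeR's quasi-likelihood test. The paper's text and the legend of Fig. 5E give different numbers of fully reversed genes, 14 and 15, beside 16 here. The paper's 2486 dysregulated genes compare with 1925 here, which is within 1.5 times.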

Other observations

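Of the tests below, those on thalamic tissue, on the numbers of males and females and on the remaining Msh3 reads were chosen only after the result was seen. How to read the test on developmental transcription factors and the test on shared zQ175 mice was also settled after their values were known: by what was first written, the first would have counted for its explanation and the second against.

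Shox2 was lower in zQ175:Msh3-/- than in zQ175 mice, with 0.456 to 1.10 against 0.980 to 2.36 CPM. Thalamic tissue in the dissected striatum could carry Shox2. Across the 16 zQ175 and zQ175:Msh3-/- mice, Shox2 did not follow a score of 7 thalamic marker genes within genotype (Pearson's r = -0.162, permutation p = 0.593; Spearman's rho = 0.0206, p = 0.946; r = -0.0817 without the 2 mice farthest from the median score), and the score differed between the groups by -0.267 (exact two-sided permutation p = 0.118). Among the 16 wild-type and Msh3-/- mice, r was 0.684 (permutation p = 0.00790; rho = 0.602, p = 0.0227), but 0.346 without the 2 farthest mice, so it rests on them. Over 3 such relations, with all 4 groups as the third (r = 0.591), the adjusted p-values were 0.593, 0.0152 and 0.0152. Thalamic tissue is thus a candidate source of the scattered Shox2 in mice without the zQ175 allele, and was not shown for the difference between the zQ175 groups. The groups also differ in their numbers of males and females. With sex in the model the log2 fold change was -1.15, and within the males it was -0.97 (exact permutation p = 0.0238) and within the females -1.37 (exact permutation p = 0.0286, the smallest that 4 against 3 mice allow).

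A hypothesis on Shox2 was that developmental transcription factors raised by zQ175 are partly restored as a class. Apart from Shox2, 8 of 100 tested developmental transcription factors were raised in zQ175 mice, and all 8 were lower in zQ175:Msh3-/- than in zQ175 mice. Their median log2 fold change of -0.09 was at percentile 4.04 of 10000 random lists of raised genes matched on expression, inside the central range of -0.10 to 0.06 of those lists. The test leaves this hypothesis open, and it could be chance in 8 genes.

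More of the dysregulated genes had α below 0 than above, 1261 or 65.5%. The zQ175 mice enter both effects, which may pull α below 0. The test set for this took the ratio of the 2 zQ175 effects minus 1, whose median was -0.161 against -0.0618 for α. It does not remove the sharing, since the zQ175 and wild-type mice remain on both sides of the ratio, so it says nothing on this explanation. A median α at least as low came from 36 of 100 splits of the zQ175 and zQ175:Msh3-/- mice, with a median of -0.0555 over the others, so an α this far below 0 does not need the loss of Msh3. Regrouping the zQ175 and zQ175:Msh3-/- mice gave as large a reversed share in 78 of 100 splits (of 256 possible, with the real split counted), with 12.9% for the real split and a median of 14.8% for the others. The share is no larger than such splits give. As large an exacerbated share came from 50 of the 100 splits.

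Splits of the mice that part the same-numbered mice as the genotypes do, with 100 of 128 examined for each comparison and the real split counted among the 100, show which counts exceed those of arbitrary groups. As many genes as in the real split came from 1 of 100 splits for zQ175 and wild-type (1905 genes in a fit of the 2 groups, 0 to 976 in the others) and from 1 of 100 splits for zQ175:Msh3-/- and wild-type mice (1956, against 0 to 882). For zQ175:Msh3-/- and zQ175 mice, 4 of 100 splits gave at least 1 gene, up to 5, and for Msh3-/- and wild-type mice 4 of 100 splits gave 1. Where no gene was called, the genes at an unadjusted p-value under 0.05 were counted: among 100 of 65536 regroupings by Msh3 genotype, 45 of 100 splits gave as many as the 737 of the interaction of zQ175 and Msh3 genotype, and among 100 of 2450 assignments of sex, 48 of 100 splits as many as the 772 of the interaction of zQ175 and sex in the model used for the splits. A correlation of the zQ175 effects as low as 0.948 came from 87 of 100 splits by Msh3 genotype, whose median was 0.929. The 2 zQ175 effects were thus mostly less alike in the other splits than in the real one by Msh3 genotype.

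The zQ175 signature is not explained by gene length or GC content. After adjustment for both, 1934 genes passed, of which 1882 were among the 1925. Tissue composition and cell loss were not tested.

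Genes near Htt were no more often changed in zQ175 mice than others, as flanking DNA from another strain would make them: 12.2% of 139 tested genes within 5 Mb against 11.6% of 16470 elsewhere (Fisher's exact test, two-sided p = 0.790). All 17 changed genes near Htt had the same direction between zQ175:Msh3-/- and Msh3-/- mice, and 10 passed there.

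Htt itself was at 170.3 ± 11.8 CPM in wild-type, 166 ± 6.52 in Msh3-/-, 137 ± 6.54 in zQ175 and 148 ± 8.31 in zQ175:Msh3-/- mice (SD, n = 8). Its log2 fold change between zQ175:Msh3-/- and zQ175 mice was 0.12, with an adjusted p of 0.999 over all genes and of 0.0388 over the 16 genes that the paper names (edgeR). The exact two-sided permutation p was 0.0107, or 0.0572 after adjustment over the same list. That list includes Msh3, the gene knocked out, whose small p-value lowers the adjusted p-values of the other genes. The values of the 2 groups overlap, at 129 to 147 in zQ175 and 132 to 157 in zQ175:Msh3-/- mice. Its α was -0.37. The difference fails the correction over all genes, and no explanation was tested.

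Msh3 reads remained at 52.7% in zQ175:Msh3-/- and 48.1% in Msh3-/- mice. The part of the mRNA outside the 2 predicted cut sites is 81.5%, so reads from an unchanged level of transcript without the part between them would leave more than was seen. Reads from a lower level of such a transcript are not ruled out. None of the 15 other tested genes within 1 Mb of Msh3 passed the thresholds in either comparison (0 genes), with 0 and 1 at an unadjusted p-value under 0.05. An effect of the edited locus on its neighbours was thus not detected.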
